# Distinct waves of ovarian follicles contribute to mouse oocyte production

**DOI:** 10.7554/eLife.107352

**Published:** 2025-10-07

**Authors:** Qi Yin, Allan C Spradling

**Keywords:** ovarian follicle, follicle wave, oocyte, theca cell, steroid, Mouse

## Abstract

The earliest growing mouse follicles, wave 1, rapidly develop in the ovarian medulla, while the great majority, wave 2, are stored for later use as resting primordial follicles in the cortex. Wave 1 follicles are known to mostly undergo atresia, a fate sometimes associated with the persistence of steroidogenic theca cells, but this connection is poorly understood. We characterized wave 1 follicle biology using tissue clearing, lineage tracing, and scRNA-seq to clarify their contributions to offspring and steroidogenesis. Wave 1 follicles, lineage-marked by E16.5 *Foxl2* expression in granulosa cells, reach preantral stages containing theca cell layers by 2 weeks. Atresia begins about a week later, during which 80–100% of wave 1 follicles degrade their oocytes, turn over most granulosa cells, but retain theca cells which expand in number together with interstitial gland cells in the medulla. During puberty (5 weeks), these cells ultrastructurally resemble steroidogenic cells and highly express androgen biosynthetic genes. Unexpectedly, the *Foxl2* lineage tag also marked about 400 primordial follicles, located near the medullary–cortical boundary, that become the earliest activated wave 2 follicles. These ‘boundary’ or ‘wave 1.5’ follicles generate 70–100% of the earliest mature oocytes, while fewer than 26 wave 1 follicles with oocytes survive. Consistent with their largely distinct fates in steroid or oocyte production, granulosa cells of antral wave 1 and 2 follicles differentially express multiple genes, including *Wnt4* and *Igfbp5*.

## Introduction

Gametes often begin development in subgroups known as ‘waves’ that arise at specific times and gonadal locations (Hirshfield, 1992; Hirshfield and DeSanti, 1995; Gougeon, 1996; Jiménez, 2009; DeFalco and Capel, 2009; Zheng et al., 2014a; Zheng et al., 2014b). In mice, the earliest developing follicles, a small group known as ‘wave 1’, become growing primary follicles in the ovarian medulla by the time of birth without entering dormancy as primordial follicles. The remaining ~90%, ‘wave 2’, enter quiescence before postnatal day 5 (P5) by forming primordial follicles within the ovarian cortex to support lifelong fertility (Edson et al., 2009; McKey et al., 2022; Figure 1A). In the medulla, wave 1 follicles retain early-arising bipotential pre-granulosa (BPG) cells, which express *Foxl2* and *Nr5a2* beginning during early fetal development. In contrast, wave 2 follicles in the cortex acquire epithelial pre-granulosa (EPG) cells, express *Foxl2* only after birth, and mostly express little *Nr5a2* as primordial follicles (Mork et al., 2012; Zheng et al., 2014a; Niu and Spradling, 2020; Meinsohn et al., 2021a). However, a small subset of non-growing primordial follicles was identified that did express *Nr5a2* and were proposed to be primed for activation (Meinsohn et al., 2021b).

**Figure 1.**
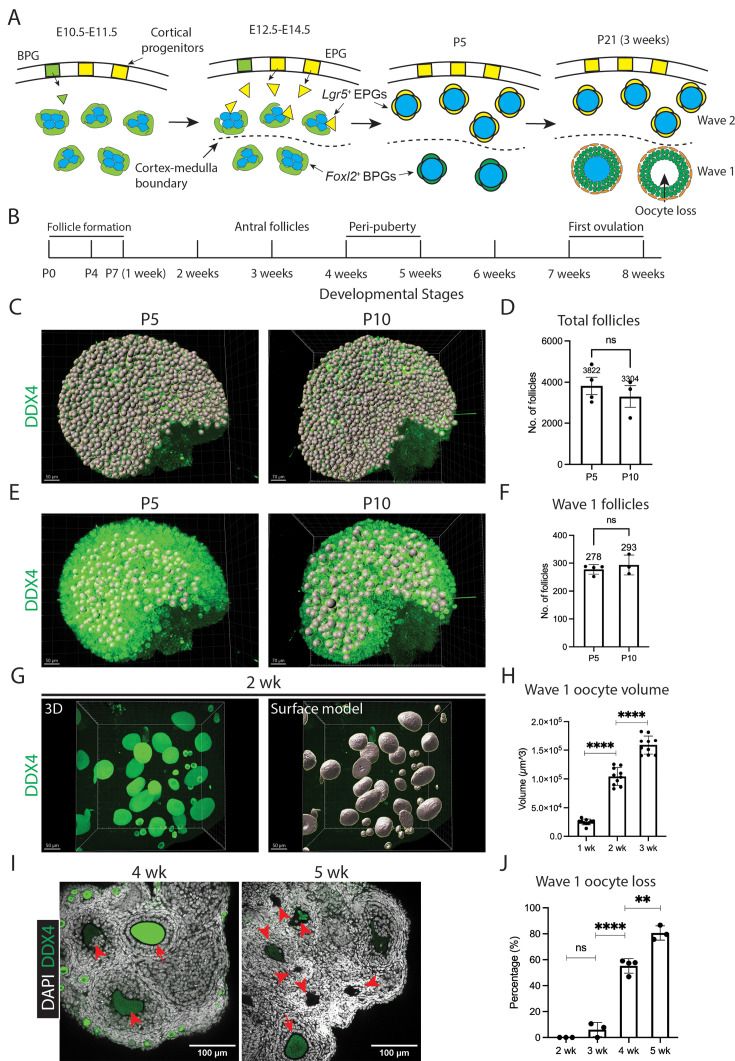
Wave 1 follicles are remodeled prior to peri-puberty. (**A**) Schematic diagrams of fetal and postnatal ovaries at the indicated stages (E = embryonic day; P = postnatal day). Wave 1 follicles, located in the ovarian medulla (below the dashed line), retain bipotential pre-granulosa (BPG, green) cells and develop without delay. In contrast, cortical follicles, which become quiescent primordial follicles (wave 2), undergo replacement of BPGs by epithelial pre-granulosa (EPG, yellow) cells. This replacement is completed by P5. By P21 (3 wk), wave 1 follicles undergo atresia, characterized by oocyte loss. Germ cells/oocytes are shown in blue. Dashed line: medullary–cortical boundary. (**B**) Postnatal follicular developmental timeline: wave 1 antral follicles emerge by 3 wk (Figure 1—figure supplement 1A–C); juvenile sexual development (peri-puberty) occurs at 4–5 wk; ovulation takes place around 7–8 wk. (**C**) Annotation of total follicles in P5 and P10 ovaries using Imaris software (gray spheres). Each follicle with a DDX4-positive oocyte was manually counted and labeled using the Imaris spot model. Scale bars: left, 50 µm; right, 70 µm. (**D**) Total follicle counts in P5 and P10 ovaries (mean ± SD; *N* = 3–4). ns, not significant. (**E**) Annotation of wave 1 follicles in P5 and P10 ovaries using Imaris software (gray spheres). Follicles with oocytes larger than 20 µm in diameter, primarily located in the medulla, are classified as wave 1 follicles at the indicated times. Each gray sphere represents one follicle. Scale bars: left, 50 µm; right, 70 µm. (**F**) Wave 1 follicle counts in P5 and P10 ovaries (mean ± SD; *N* = 3–4). ns, not significant. (**G**) 3D projection of the ovary at P14, reconstructed using the Imaris surface model. Scale bars = 50 µm. (**H**) Oocyte volume increase in wave 1 follicles over time (mean ± SD; *N* = 10). (Note: Nuclear volume is excluded, as DDX4 is a cytoplasmic protein.) ****p < 0.0001. (**I**) Representative images of ovaries at 4 and 5 wk. Left (4 wk): arrowheads indicate an atretic follicle with a distorted oocyte and disorganized granulosa cells; arrow indicates a developing healthy secondary follicle. Right (5 wk): arrowheads indicate degrading follicles at various stages; arrow indicates a developing healthy secondary follicle. Scale bars = 100 µm. (**J**) Wave 1 follicle remodeling, indicated by oocyte loss over time (mean ± SD; *N* = 3–4). Oocyte loss begins around 3 wk and continues through 5 wk, accompanied by granulosa cell disorganization and cell death. ns, not significant; **p < 0.01; ****p < 0.0001.

**Figure 1—figure supplement 1.**
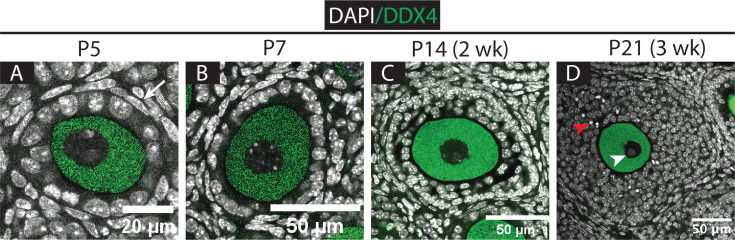
Wave 1 follicle development in the early juvenile ovary. (**A–D**) Representative images of wave 1 follicles stained for DDX4 (green) at P5, P7, P14 (2 wk), and P21 (3 wk). (**A**) Early primary follicle with theca cells (arrow); (**B**) late primary follicle; (**C**) secondary follicle; (**D**) antral follicle. White arrowhead: non-surrounded nucleus; red arrowhead: pyknotic nuclei of granulosa cells. Scale bars in, A: 20 µm; (**B–D**) 50 µm.

**Figure 1—figure supplement 2.**
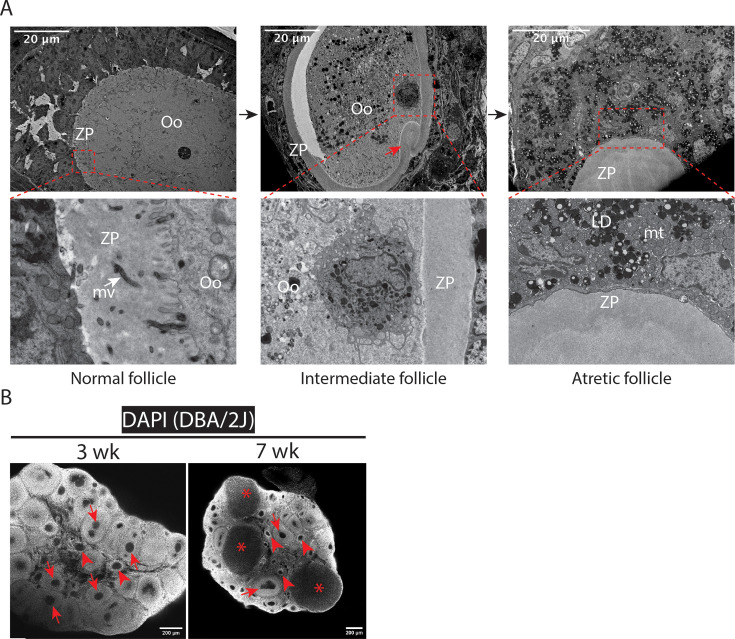
Wave 1 follicles begin to remodel by 3 wk. (**A**) Electron microscopy of follicles from 5-wk ovary. Left: normal follicle. Middle: intermediate follicle, where the oocyte cytoplasm shrinks and begins to degrade, indicated by the space between the oocyte and the ZP, the absence of microvilli, and folding of the ZP (red arrow). Right: remodeled follicle, where the oocyte has disappeared but the ZP remains. Surrounding theca and interstitial gland cells further accumulate lipid droplets. The boxed region is magnified in the lower panel. Abbreviations: Oo = oocyte; ZP = zona pellucida; LD = lipid droplet; mt = mitochondria; mv = microvilli. Scale bars = 20 µm. (**B**) DAPI-stained DBA/2J ovaries showing remodeling wave 1 follicles (arrowheads) and normally developing follicles (arrows). Left (3 wk): early remodeling follicles appear in the central medulla (arrowheads). Right (7 wk): wave 1 follicle derivatives retain an empty structure (arrowheads), remaining visible alongside normal follicles (arrows) and corpora lutea (asterisks). Ovaries were stained and imaged as whole mounts; only a single section is shown here. Scale bars = 200 µm.

 Once primordial follicles are signaled to grow, their granulosa cells proliferate and soon form multiple granulosa cell layers surrounding the oocyte (Habara et al., 2021). Granulosa cells in recruited follicles secrete signals encoded by Desert hedgehog (*Dhh*) and Indian hedgehog (*Ihh*) that attract ovarian mesodermal precursors to form outer theca cell layers on follicles and to synthesize steroid hormones (Liu et al., 2015). Additionally, ovarian medullary precursors generate thecal fibroblastic cells and perivascular smooth muscle cells that vascularize the thecal region and enable these follicles to collectively serve as a major systemic steroid hormone source (Guzmán et al., 2023). An ovarian cell type closely related to theca cells, interstitial gland cells, also coordinately forms in mice and other mammals (Jiménez, 2009; Miyabayashi et al., 2015). *Nr5a2* promotes theca cell vascularization that is essential for ovulation (Duggavathi et al., 2008; Bianco et al., 2019; Guzmán et al., 2022). Two classes of steroidogenic Leydig cells, fetal and adult, also arise during testis development (Miyabayashi et al., 2015; Liu et al., 2016).

 Follicular cells synthesize specific steroid hormones during their development (Edson et al., 2009; Richards et al., 2018; Niu and Spradling, 2020; Meinsohn et al., 2021a). Steroidogenic theca cells of secondary and preantral follicles convert cholesterol into androgens through a series of enzymatic reactions involving steroidogenic acute regulatory protein (StAR), cytochrome P450 family 11 subfamily A member 1 (CYP11A1), hydroxy-delta-5-steroid dehydrogenase, 3-beta- and steroid delta-isomerase 1 (HSD3B1), cytochrome P450 family 17 subfamily A member 1 (CYP17A1), and steroid 5 alpha-reductase 1 (SRD5A1). *Cyp17a1-iCre* (*Cyp17a1* promoter driving codon-improved *Cre*) has been developed and used to label theca cells, interstitial gland cells, and some granulosa cells (Bridges et al., 2008). Ovarian androgen production by theca cells during juvenile development is essential for normal maturation and the onset of puberty (Galas et al., 2012; Walters et al., 2019; Kelava et al., 2022). In addition, androgens diffuse into neighboring granulosa cells, where they are converted into estrogen by the action of hydroxysteroid 17-beta dehydrogenase 1 (HSD17B1) and cytochrome P450 family 19 subfamily A member 1 (CYP19A1). Estrogen produced in this manner signals the hypothalamus to initiate gonadotropin production and is essential for subsequent follicular maturation. After ovulation, the oocyte-free follicle is further modified into a corpus luteum, and its remaining granulosa and theca cells undergo luteinization to generate progesterone.

 The development and function of wave 1 follicles have remained controversial. Most wave 1 follicles undergo atresia after reaching early antral stages (Byskov, 1974; Erickson et al., 1985) during juvenile development (Figure 1B). This suggests they do not primarily serve a direct reproductive function (Hirshfield, 1992; Hsueh et al., 1994; Eppig and Handel, 2012), although these follicles are capable of developing into functional oocytes following superovulation (Lamas et al., 2021) and can support fertility in an irradiated rat model (Guigon et al., 2003). Theca cells of atretic follicles often survive and persist in the ovary (Erickson et al., 1985; Magoffin, 2005), suggesting a role in steroid production. However, when *Foxl2-CreERT2* was used to lineage-label the granulosa cells of wave 1 follicles, marked follicles substantially contributed to offspring during the initial months of fertility (Zheng et al., 2014b).

 Here, we studied wave 1 follicle development and gene expression in detail to gain deeper insights into follicular waves. We found that lineage labeling using *Foxl2-CreERT2*, activated in early fetal stages, is not specific to wave 1 follicles. Granulosa cells in about 400 primordial follicles were also marked near the medullary–cortical boundary in 2-week-old mice; hence, we termed them ‘boundary’ or ‘wave 1.5’ follicles. Marked boundary follicles accounted for more than 70% of developing follicles in the 5 week ovary, while no more than 26 intact wave 1 follicles survived to puberty. Boundary follicles probably correspond to the resting primordial follicle population expressing *Nr5a2* described by Meinsohn et al., 2021a; Meinsohn et al., 2021b. Thus, most of the *Foxl2-CreERT2*-labeled follicles contributing to offspring observed by Zheng et al., 2014a likely derived from boundary follicles rather than from wave 1 follicles.

 Ovarian developmental and gene expression studies during 2–6 weeks (wk) provided molecular insight into gamete waves and follicular atresia. Wave 1 follicular oocytes and granulosa cells largely turn over beginning at about 3 wk. However, their theca cells increase in number and, by puberty, join interstitial gland cells to form a mass of active steroidogenic medullary cells that retain morphological evidence of their origin from atretic follicles. These steroidogenic cells highly express androgenic genes when granulosa cells are still reduced in number by atresia. The granulosa cell gene expression in developing wave 1.5 follicles also shows differences from that of wave 1 follicles, indicating that the distinct developmental fates of wave 1 follicles and of follicles that develop after a period of arrest (wave 1.5 and 2 follicles) may depend on intrinsic gene expression differences in addition to differing levels of gonadotropins.

## Results

### Wave 1 follicle development

Advances that allow tissue clearing (Faire et al., 2015; Feng et al., 2017; Fiorentino et al., 2020; McKey et al., 2022) now make it possible to image an entire mouse ovary without sectioning. To better understand follicle waves, we employed whole-mount staining combined with the clearing-enhanced 3D (C_e_3D) method to analyze wild-type C57BL/6J ovaries at the cellular level (Li et al., 2017). Multiple ovaries were reconstructed during 1–5 wk of development (Table 1). In C57BL/6J mice, puberty typically occurs between 4 and 5 wk of age, but the first ovulation, marking sexual maturity, does not take place until 7 wk (Figure 1B; Hogan et al., 1994; Nelson et al., 1990; Zhou et al., 2007).

**Table 1.** Summary of whole-mount analyses of C57BL/6J ovaries.

Postnatal age	Total follicles/ovary	Antral follicles/ovary	Wave 1follicles/ovary	Reference files	Ovaries analyzed
P5–P7	3822 ± 838	0	278 ± 17	Video 1.mp4 Video 2.mp4	4
P10–P14	3304 ± 926	0	293 ± 36	Video 3.mp4 Video 4.mp4	3
3 wk	3089 ± 669	23 ± 2	ND	Video 5.mp4 Video 6.mp4	3
4 wk	ND	35 ± 2	ND	Video 7.mp4 Video 8.mp4	4
5 wk	ND	24 ± 4	ND	Video 9.mp4 Video 10.mp4	5

Values are presented as mean ± SD. Data were collected from at least two litters, and the experiment was repeated once. ND, not determined.

These studies allowed the number of wave 1 and 2 follicles to be accurately determined. Wave 1 follicles begin to grow into primary follicles around the time of birth (Figure 1—figure supplement 1A, B; Videos 1 and 2), as confirmed by gene expression analysis (Niu and Spradling, 2020). Following whole-ovary imaging using a confocal microscope, the samples were analyzed with Imaris software. Since nearly all oocytes are enclosed by granulosa cells by P5, it becomes feasible to accurately quantify the number of follicles. At P5 and P10, we counted approximately 3822 and 3304 total follicles per ovary, respectively (Figure 1C, D), and 278 and 293 wave 1 follicles (Figure 1E, F). Despite variations in total follicle numbers among samples of the same age, the number of wave 1 follicles remained relatively consistent.

**Video 1.** Whole ovary from a 1-wk mouse. The ovary was whole-mount stained, cleared, and imaged using a Leica SP8 inverted microscope with a 20× objective. The 3D projection was generated in Imaris. Gray spheres indicate wave 1 follicles annotated using the Imaris spot model. DDX4: green; DAPI: white. Scale bar = 100 µm.

**Video 2.** Partial ovary from a 1-wk mouse. A field of the ovary was imaged with a Leica SP8 inverted microscope using a 40× objective after whole-mount staining and clearing. The Imaris surface model was used to reconstruct oocyte contours. DDX4: green; DAPI: white. Scale bar = 50 µm.

By 2 wk, wave 1 follicles in the medulla had developed into secondary follicles containing two to four layers of granulosa cells and one to two layers of theca cells (Figure 1—figure supplement 1C; Videos 3 and 4). At 3 wk, some follicles further developed into antral follicles with multiple granulosa cell layers, within which granulosa cell apoptosis was observed (Figure 1—figure supplement 1D). Using Imaris surface modeling, we quantified oocyte volume from 1 to 3 wk and observed a significant increase during this period (Figure 1G, H).

**Video 3.** Whole ovary from a 2-wk mouse. The ovary was whole-mount stained, cleared, imaged with a Leica SP8 inverted microscope, and projected in Imaris. Gray spheres indicate wave 1 follicles using the Imaris spot model. DDX4: green; DAPI: white. Scale bar = 200 µm.

**Video 4.** Partial ovary from a 2-wk mouse. The ovary was imaged with a Leica SP8 inverted microscope using a 40× objective after whole-mount staining and clearing. The Imaris surface model shows oocyte contours. DDX4: green; DAPI: white. Scale bar = 50 µm.

### Wave 1 follicles undergo partial atresia with theca cell survival

Starting around 3 wk, rather than continuing to develop, wave 1 follicles begin to undergo atresia (Table 1; Videos 5–10). We investigated the kinetics, cell specificity, and completeness of cellular turnover from 3 to 5 wk. At 4 wk, atretic follicles initially showed oocyte distortion followed by loss, leaving behind disorganized granulosa cell layers within the basement membrane but without affecting the theca cell layers (Figure 1I, left). By 5 wk, atretic follicles progressively decreased in size and developed a cavity beneath the granulosa cell layer where the oocyte had previously resided (Figure 1I, right). Oocyte loss from wave 1 follicles increased significantly between 3 and 4 wk, exceeding 80% by 5 wk (Figure 1J). Electron microscopy revealed that during atresia, as oocytes degenerate, microvilli from both oocytes and granulosa cells retract from the zona pellucida (ZP). The shrinking of the cavity is marked by folding of the ZP, and in atretic follicles, remnants of the ZP appear to prevent further collapse of the cavity structure (Figure 1—figure supplement 2A). ZP remnants in the follicular cavity have previously been used as a morphological indicator of atretic follicles (Myers et al., 2004). We confirmed that these events also occur in the DBA/2J strain, where atretic follicles are first observed around 3 wk (Figure 1—figure supplement 2B, left). By 7 wk, corpora lutea from ovulated oocytes and cavities left behind by wave 1 oocyte loss were evident (Figure 1—figure supplement 2B, right). Thus, by combining whole-mount staining with the C_e_3D clearing method, we found that the great majority of wave 1 follicles lose their oocytes prior to puberty and do not contribute to early ovulation.

**Video 5.** Partial ovary from a 3-wk mouse. The ovary was whole-mount stained, cleared, imaged with a Leica SP8 inverted microscope using a 10× air objective, and projected in Imaris. DDX4: green; DAPI: white. Scale bar = 200 µm.

**Video 6.** Partial ovary from a 3-wk mouse. A field of the ovary was imaged using a Leica SP8 inverted microscope with a 40× objective after whole-mount staining and clearing. The Imaris surface model shows oocyte contours. DDX4: green; DAPI: white. Scale bar = 70 µm.

**Video 7.** Partial ovary from a 4-wk mouse. The ovary was whole-mount stained, cleared, imaged with a Leica SP8 inverted microscope using a 20× immersion objective, and projected in Imaris. DDX4: green; DAPI: white. Scale bar = 300 µm.

**Video 8.** Partial ovary from a 4-wk mouse. A field of the ovary was imaged with a Leica SP8 inverted microscope using a 40× objective after whole-mount staining and clearing. The Imaris surface model shows oocyte contours. DDX4: green; DAPI: white. Scale bar = 50 µm.

**Video 9.** Partial ovary from a 5-wk mouse. The ovary was whole-mount stained, cleared, imaged with a Leica SP8 inverted microscope using a 20× immersion objective, and projected in Imaris. DDX4: green; DAPI: white. Scale bar = 300 µm.

**Video 10.** Partial ovary from a 5-wk mouse. A field of the ovary was imaged using a Leica SP8 inverted microscope with a 40× objective after whole-mount staining and clearing. DDX4: green; DAPI: white. Scale bar = 50 µm.

The loss of oocytes from most wave 1 follicles is not simply due to atresia of follicles whose oocytes are defective, as superovulation at these stages can rescue many of them (Lamas et al., 2021). Etymologically, atresia originates from the Greek ‘a-’ (meaning ‘no’) and ‘tresis’ (meaning ‘perforation’), referring to the absence or closure of an opening or cavity. The term is sometimes used simply to describe the complete turnover of follicles, which was not observed in wave 1 follicles. We prefer the terms ‘partial atresia’ or ‘remodeled follicles’ to emphasize the potential function of the structures that remain (Hsueh et al., 1994).

To analyze the cell specificity of wave 1 partial atresia, we used the *Foxl2-CreERT2* mouse line crossed with the *Rosa26-LSL-EYFP* reporter line to selectively lineage-label granulosa cells associated with wave 1 follicles (Figure 2A). Similar genetic models have previously been used to study wave 1 follicle development and the duration of their fertility contribution based on tissue sections (Mork et al., 2012; Zheng et al., 2014a). Following brief tamoxifen (TAM) administration at embryonic day 16.5 (E16.5), we observed a distinct labeling pattern along the medullary–cortical boundary. Most wave 1 follicles in the medulla showed mosaic EYFP labeling of granulosa cells at 2 wk (due to the incomplete efficiency of Cre-Lox recombination), while granulosa cells in the largely cortical wave 2 follicles remained unlabeled (Figure 2B, C). On average, 201 preantral wave 1 derivatives—representing approximately 90% of wave 1 follicles—exhibited mosaic labeling in granulosa cells (Figure 2E, F). By 5 wk, after extensive wave 1 atresia and remodeling, an average of only 26 antral follicles containing healthy oocytes and EYFP-mosaic granulosa cell layers were observed, accounting for approximately 70% of all antral follicles (Figure 2D–F).

**Figure 2.**
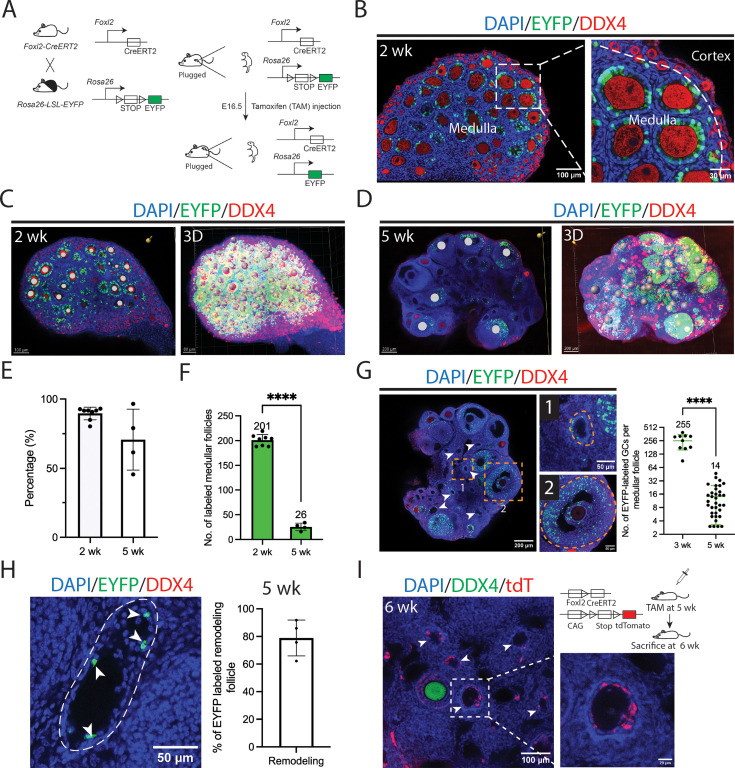
Wave 1 follicles lose granulosa cells during remodeling. (**A**) Schematic diagram illustrating activation of *Foxl2*-driven EYFP expression following TAM injection at E16.5. TAM administration at E16.5 induces excision of a stop cassette, leading to EYFP expression in granulosa cells of follicles (see Methods). (**B**) Efficient EYFP labeling of granulosa cells in wave 1 medullary follicles of a 2-week ovary following TAM injection at E16.5, as shown in (**A**), magnified on the right. Scale bars: left, 100 µm; right, 30 µm. (**C**) EYFP-labeled follicles that reached the primary/secondary follicle stage by 2 wk were quantified using Imaris software, with annotation performed using the spot model. Left: section showing annotated labeled follicles (solid white circles). Right: 3D projection using Imaris software, with labeled follicles represented by gray spheres. Scale bars: left, 100 µm; right, 80 µm. (**D**) By 5 wk, EYFP-labeled follicles that reached the preantral/antral follicle stage were quantified using Imaris software and annotated using the spot model. Left: section showing annotated labeled follicles (solid white circles). Right: 3D projection using Imaris software, with labeled follicles represented by gray spheres. Scale bars = 200 µm. (**E**) Over 90% of wave 1 follicles contained EYFP-positive granulosa cells at 2 wk. At 5 wk, approximately 70% of normal antral follicles contained EYFP-positive granulosa cells. (**F**) Quantification of wave 1 follicle numbers (representative images shown in C–D) shows a decline from 2 to 5 wk. ****p < 0.0001. Each dot represents one sample. (**G**) Representative section from a 5-week ovary showing ongoing remodeling of wave 1 follicles. Follicles near the medullary core appear small and without oocytes (arrowheads), with few remaining EYFP-labeled granulosa cells, as seen in the follicle in rectangle ‘1’, enlarged on the right. In contrast, a normal antral follicle in rectangle ‘2’, also enlarged on the right, contains numerous EYFP-labeled granulosa cells. Right: average number of EYFP-labeled granulosa cells in medullary follicles before remodeling (3 wk) versus remodeled medullary follicles at 5 wk. Each point represents one analyzed follicle. ****p < 0.0001. Scale bars: left, 200 µm; right, 50 µm. (**H**) About 80% of remodeled follicles retained some EYFP-labeled granulosa cells at 5 wk, consistent with their wave 1 origin. Dashed line: follicle boundary; arrowheads: EYFP-positive granulosa cells. Each point represents one analyzed ovary. (**I**) Remnant granulosa cells of remodeled wave 1 follicles continued to express *Foxl2* at 5 wk. TAM was injected into *Foxl2-CreERT2; Rosa26-LSL-tdTomato* mice at 5 wk, and ovaries were collected 1 week later. Arrowheads indicate remodeled follicles; one follicle (outlined in the rectangle) is enlarged on the right. Scale bars: left, 100 µm; right, 20 µm.

**Figure 2—figure supplement 1.**
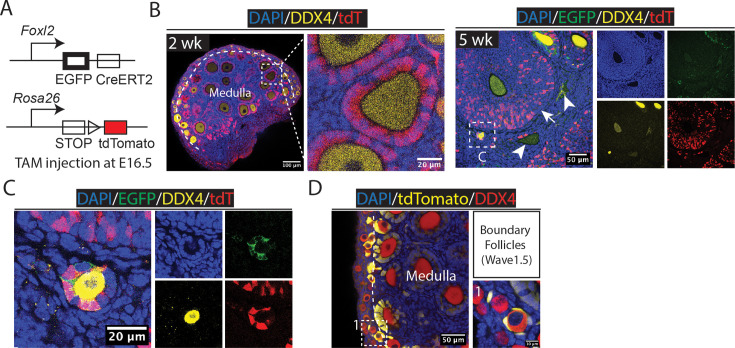
Lineage labeling using *Foxl2-CreERT2* and *Rosa26-LSL-tdTomato*. (**A**) Schematic diagram of the experiment. The *Foxl2-CreERT2* mouse line was generated with EGFP inserted into the *Foxl2* locus, resulting in a weak EGFP signal detectable in the cytoplasm using an EGFP antibody. To rule out the possibility that the observed signal originated from the *Foxl2* locus rather than *Rosa26-EYFP*, we repeated the experiment using the *Foxl2-CreERT2; Rosa26-LSL-tdTomato* mouse line. (**B**) At 2 wk, wave 1 follicles are labeled. By 5 wk, some have remodeled, as indicated by cavities left by lost oocytes and remaining tdTomato signals (arrowheads), while others have developed into antral follicles (arrow). One developing early primary follicle in the boxed region is shown in panel C. Scale bars are included in the images. (**C**) The EGFP channel shows a weak cytoplasmic signal from the *Foxl2* locus, distinct from the strong, evenly distributed expression of EYFP from the *Rosa26-EYFP* reporter shown in Figures 3 and 4. Scale bar = 20 µm. (**D**) Boundary follicles (enlarged on the right) were observed in the 2-wk ovary of the *Foxl2-CreERT2; Rosa26-LSL-tdTomato* mouse line injected with TAM at E16.5. Scale bars: left, 50 µm; right: 10 µm.

By comparing the number of labeled granulosa cells in healthy follicles at 3 wk with those in remodeled follicles at 5 wk (Figure 2G, left), we found that remodeled follicles had lost not only their oocytes but also 94% of their granulosa cells (Figure 2G, right). The remaining granulosa cells were located adjacent to the cavity left by the oocyte, and approximately 80% of remodeled follicles still contained labeled granulosa cells (Figure 2H). To test whether these remnant granulosa cells remained active, lineage labeling was performed at 5 wk and analyzed one week later. The results showed that many granulosa cells in remodeled follicles persisted adjacent to cavities left by oocyte loss and continued to express *Foxl2* (Figure 2I). The turnover of wave 1 follicles was also confirmed using a different reporter mouse line, *Rosa26-LSL-tdTomato* (Figure 2—figure supplement 1A–C).

### Identification of an early activating subpopulation of primordial follicles

Because only about 26 normal-appearing wave 1 follicles with oocytes survived to 5 wk, which seemed too few to support the months of early fertility ascribed to wave 1 follicles by a previous report (Zheng et al., 2014a), we looked for follicles other than wave 1 that might also be labeled by *Foxl2* expression. We observed that *Foxl2-CreERT2* activated by TAM injection at E16.5 in 2 wk juvenile ovaries also labeled a subset of primordial follicles located near the medullary–cortical boundary (Figure 3A). A mean of 421 labeled ‘boundary’ follicles, each mosaic for 1–4 EYFP-positive granulosa cells, was identified among 5843 total follicles (7%) (Figure 3B). Because only one to four granulosa cells were labeled from among an average of eight granulosa cells (Chen et al., 2022), additional boundary follicles were likely missed for stochastic reasons due to the low efficiency of Cre-Lox recombination. Applying the Poisson distribution based on the relative proportion of follicles with one or two labeled granulosa cells suggested that 90% of boundary follicles were detected.

**Figure 3.**
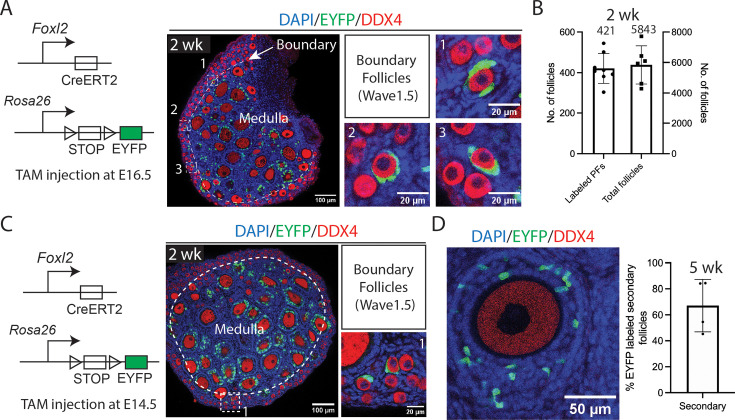
The labeling and quantification of boundary follicles. (**A**) At 2 wk, one or more granulosa cells in some primordial follicles located at the medullary–cortical boundary are labeled with EYFP (examples enlarged in ‘1’, ‘2’, ‘3’) following TAM injection, as shown in the schematic. These follicles are referred to as boundary follicles or, in accordance with wave classification, wave 1.5 follicles. Dashed line: medullary–cortical boundary. Scale bars: left, 100 µm; right, 20 µm. (**B**) Quantification shows that 7% (421 ± 74) of the total 5843 ± 1256 primordial follicles contained EYFP-labeled granulosa cells in the experiment shown in (**A**). Each point represents one analyzed sample. Labeled PFs: labeled primordial follicles. (**C**) Representative images of *Foxl2-CreERT2; Rosa26-LSL-EYFP* mouse ovary injected with TAM at E14.5. Boundary follicles labeled with EYFP are enlarged on the right. Dashed line: medullary–cortical boundary. Scale bars: left, 100 µm; right, 20 µm. (**D**) Approximately 70% of secondary follicles in 5-wk ovaries contained EYFP-labeled granulosa cells, suggesting they originate from labeled primordial follicles (wave 1.5) at 2 wk. TAM was injected at E16.5. Each point represents one analyzed sample. Scale bar = 50 µm.

Because of the biological interest of this subgroup of primordial follicles, we repeated activation of *Foxl2-CreERT2* at E16.5 in a separate experiment using a different reporter line, *Rosa26-LSL-tdTomato*. The results confirmed the existence and properties of boundary follicles (Figure 2—figure supplement 1D). Boundary follicles were also identified following TAM injection at E14.5, although at a lower frequency (Figure 3C). Thus, the presence of this subclass was validated in multiple experiments.

Primordial follicles begin to activate after 2 wk (Zheng et al., 2014a). If boundary follicles behaved like other primordial follicles, we would expect that only 7% (421/5823) of newly activated wave 2 growing follicles would show EYFP-mosaic granulosa cells at later times. Instead, we found that among secondary follicles at 5 wk, nearly 70% contained mosaic EYFP-positive granulosa cells (Figure 3D). Thus, boundary follicles activate at the time of the earliest known primordial follicles and rise from 7% of quiescent to >70% of early-activating follicles, implying that they comprise most of the earliest activated primordial follicles. Moreover, they correspond in location and properties to the inactive but poised primordial follicles described by Meinsohn et al., 2021a; Meinsohn et al., 2021b.

### Partial atresia of wave 1 follicles does not affect theca cells, which expand in number

We then used lineage labeling to investigate the fate of wave 1 theca cells after the onset of atresia. *Cyp17a1* is an essential gene involved in steroidogenesis and is expressed in the steroidogenic theca cells and interstitial gland cells. We validated that these cells strongly expressed the steroid biosynthetic enzyme CYP17A1 from 3 to 5 wk using immunofluorescence staining (Figure 4—figure supplement 1A). To lineage-label these cells, we crossed the *Cyp17a1-iCre* transgenic mouse line with the *Rosa26-LSL-tdTomato* reporter line (Figure 4A). In 2-wk ovaries, tdTomato expression was observed in theca cells sheathing large medullary follicles (Figure 4B; arrowhead). Additional cells intertwined with theca cells, which appeared to be interstitial gland cells (Figure 4B; boxed region), were visualized using Imaris and pseudo-colored using the surface model to highlight their structure (Figure 4C). A relatively small number of granulosa cells were also initially labeled (Figure 4—figure supplement 1B, arrow), possibly because granulosa cell precursors transiently express *Cyp17a1* during embryonic stages (Mawaribuchi et al., 2014).

**Figure 4.**
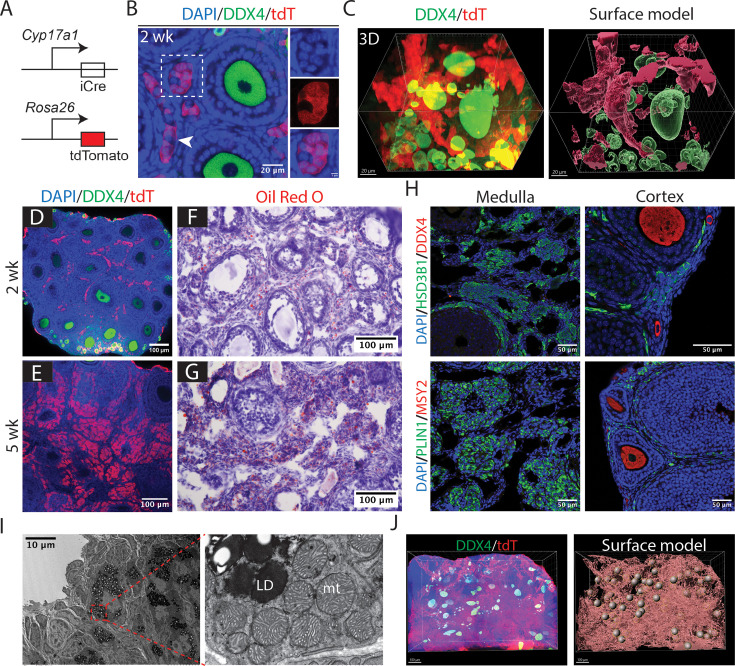
Follicles remodel to form an interconnected stromal network rich in thecal secretory cells. (**A**) Schematic diagram illustrating lineage labeling of *Cyp17a1*-expressing theca cells, interstitial gland cells, and potentially other cell types using the *Cyp17a1*-iCre; *Rosa26-LSL-tdTomato* mouse model. (**B**) A 2-wk ovary showing tdTomato-labeled theca cells sheathing follicles (arrowhead) and putative interstitial gland cells between follicles (rectangle). Scale bars: left, 20 µm; right, 5 µm. (**C**) 3D reconstruction of follicles with surrounding labeled theca cells and interconnected interstitial gland cells in a 2-wk ovary. Left: 3D projection using Imaris software. Right: pseudo-colored annotation using the Imaris surface model. Green: oocytes. Red: *Cyp17a1*-expressing cells, including theca and interstitial gland cells. Scale bars = 20 µm. Representative images of 2 wk (**D**) and 5 wk (**E**) ovaries showing a dramatic increase in labeled theca cells, interstitial gland cells, and possibly other *Cyp17a1*-lineage cells in the ovarian medulla. Scale bars = 100 µm. Oil Red O staining (red) reveals a significant increase in lipid droplet storage in ovarian medullary cells from 2 wk (**F**) to 5 wk (**G**) ovaries. Scale bars = 100 µm. (**H**) Immunofluorescence staining of HSD3B1 and PLIN1 at 5 wk shows that genes required for steroidogenesis and lipid droplet storage are highly expressed in medullary cells. Scale bars = 50 µm. (**I**) Electron microscopy of a remodeled follicle reveals cells with abundant lipid droplets (LD) and characteristic mitochondria (mt) (boxed region magnified in right panel). Scale bar = 10 µm. (**J**) 3D reconstruction of a 5-wk ovary labeled by tdTomato expression activated by *Cyp17a1-iCre*. Left: 3D projection using Imaris software. Right: pseudo-colored using the Imaris surface model. Red: theca/interstitial network structure. Spheres: oocyte locations. Scale bars = 100 µm.

**Figure 4—figure supplement 1.**
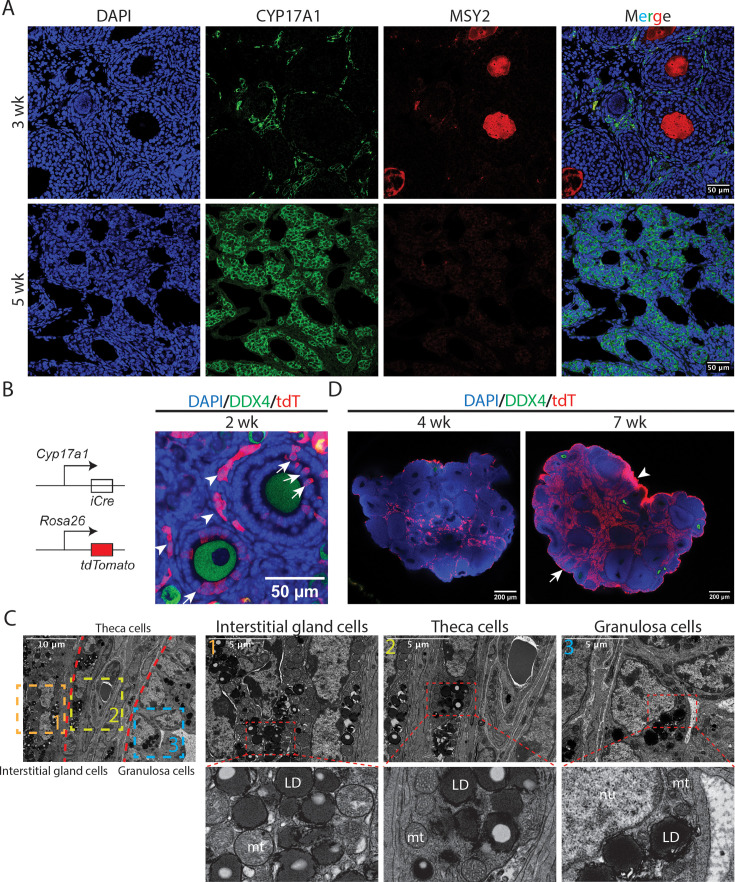
Expansion of steroidogenic theca cells and interstitial gland cells. (**A**) Immunofluorescence staining of CYP17A1 protein in the ovary shows a significant increase in the number of theca cells and interstitial gland cells within the stroma from 3 to 5 wk. Scale bars = 50 µm. (**B**) Immunofluorescence staining of a *Cyp17a1* lineage-traced ovary at 2 wk shows initial expression in theca cells and associated cells resembling interstitial gland cells (arrowheads). A few granulosa cells were labeled (arrows), as previously reported (Bridges et al., 2008). Scale bar = 50 µm. (**C**) Structurally, steroidogenic theca cells closely resemble interstitial gland cells. In the electron microscopy images, red lines delineate distinct zones enriched in interstitial gland cells (1), theca cells (2), and granulosa cells (3), with each region magnified below. Zone 1 (rectangle ‘1’) represents interstitial gland cells. Zone 2 (rectangle ‘2’) contains steroidogenic theca cells. Zone 3 (rectangle ‘3’) corresponds to granulosa cells. Abbreviations: nu = nucleus; LD = lipid droplet; mt = mitochondria. Scale bars are included in the images. (**D**) *Cyp17a1* lineage-traced ovaries at 4 and 7 wk show a marked increase in the number of labeled theca cells and interstitial gland cells by 7 wk. Extensive signal is also observed in the rete ovarii (arrowhead), indicating *Cyp17a1* expression, as well as in the ovarian epithelium (arrow). Scale bars = 200 µm.

Between 2 and 5 wk, the number of tdTomato-labeled cells associated with follicular cavities increased dramatically as wave 1 follicle atresia and remodeling proceeded to generate more such follicles (Figure 4D, E). Because over 90% of granulosa cells turn over as part of wave 1 remodeling (Figure 2G), the tdTomato-positive cells associated with remodeled wave 1 follicles by 5 wk mostly represented abundant steroidogenic theca cells and interstitial gland cells. Oil Red O staining revealed abundant lipid droplet accumulation in these cells from 2 to 5 wk (Figure 4F, G). Antibody staining confirmed abundant expression of the steroidogenic enzyme HSD3B1 and the lipid storage protein PLIN1 in these cells, which were located in the medulla (Figure 4H). Electron microscopy further demonstrated that expanded wave 1 follicular cells display distinctive lipid droplets and mitochondria characteristic of steroidogenic theca and interstitial gland cells (Figure 4I, Figure 4—figure supplement 1C). Using the Imaris software surface model, we reconstructed labeled steroidogenic theca and interstitial gland cells throughout the entire ovary. By 5 wk, atretic wave 1 follicles had generated a cellular cluster within the medulla dominated by expanded numbers of steroidogenic cells (Figure 4J). This structure persisted in the ovary at least until 7 wk (Figure 4—figure supplement 1D).

### Mapping cell transcription during wave 1 remodeling

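Ovarian cells from mice aged 2, 3, 4, 5 and 6 wk were sequenced with the 10x Genomics 3′ chemistry, with 1 library per age and therefore no replicate at any age. The authors deposited Cell Ranger's filtered tables of UMI counts, which number the distinct RNA molecules of each gene in each cell, without normalization. The tables list the genes of the mouse genome (GRCm38) and hold 9471, 9253, 11077, 7779 and 10583 cells at 2, 3, 4, 5 and 6 wk. Total UMIs per library were 124938004, 93438618, 117666094, 107071492 and 144609431, and the median cell held 12424, 9056, 9581, 11406 and 11881 UMIs. Cell Ranger 3.1.0 made the tables of the 2, 3 and 4 wk libraries and Cell Ranger 6.0.1 those of 5 and 6 wk, so the software version changes with age. All deposited cells were kept. The libraries were normalized, integrated on 2000 variable genes and clustered on 30 principal components at a resolution of 1 in Seurat 5.3.0, with the functions that the paper's methods name. Clusters were given a cell type, written as "-like", from marker genes chosen before the data were examined, and a name needed at least 3 detected markers. Clusters with under 30 cells, low UMIs without a marker among their top genes, at least 50% of cells called doublets by Scrublet, or over 90% of cells from 1 library were left unnamed. These limits were set after the clusters had been seen. Scrublet called 293, 228, 538, 167 and 282 cells doublets at the 5 ages. These cells stayed in, and leaving them out was tried as an alternative. Because a single library stands for each age, no test between ages was run. Expression is given as CPM, the UMIs of a gene scaled to the total UMIs of a group's cells, with an exact Poisson 95% interval, and shares of cells carry an exact binomial (Clopper-Pearson) interval. A ratio of CPM carries an exact interval conditional on the sum of both counts. All of these intervals cover counting error only, not the difference between mice.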

To gain further insight into wave 1 follicle development and remodeling, we analyzed single-cell gene expression from ovaries collected weekly between 2 and 6 wk, covering pre- and peri-pubertal stages (Figure 5A; Source data 1–6). A total of 31 initial clusters (c0–c30) were identified, with nearly all samples contributing to each cluster (Figure 5B). 

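The 48163 deposited cells formed 33 clusters when the workflow was repeated. Of these, 30 held at least 10 cells from each library. The others were a rete ovarii-like cluster of 91 cells with none at 6 wk, a cluster of 45 cells of which 44 came from the 5 wk library, and a cluster of 21 cells with none at 3 or 5 wk.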

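Named from their markers, the rebuilt clusters fell into 10 classes. Granulosa-like clusters (markers Fst, Amh, Nr5a2, Inha and Foxl2) held 18065 cells over the 5 ages, stromal-like clusters (Mmp2, Dcn, Lum and Mfap4) 13910 cells and smooth muscle-like clusters (Tagln, Myh11, Actg2 and Cnn1) 4122 cells. Single clusters were theca-like with 1240 cells, pericyte-like with 861, blood endothelial-like with 713, hematopoietic-like with 495, surface epithelial-like with 322, lymphatic endothelial-like with 231 and rete ovarii-like with 91. The remaining 8113 cells lay in 7 unnamed clusters. Unnamed cells made up 16.8% (16.1 to 17.6), 16.05% (15.3 to 16.8), 17.8% (17.1 to 18.6), 14.8% (14.0 to 15.6) and 18.0% (17.3 to 18.7) of the libraries at 2, 3, 4, 5 and 6 wk.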

Nine major cell groups were identified (Figure 5C) based on marker gene expression (Figure 5D; Niu and Spradling, 2020; Morris et al., 2022). These included 10 granulosa cell clusters and 8 stromal cell clusters, as well as theca cells, hematopoietic cells, endothelial cells, pericytes, smooth muscle cells, and epithelial cells. 

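There were 10 granulosa-like, 7 stromal-like and 2 smooth muscle-like clusters. The paper lists a single smooth muscle cluster and counts Tagln-expressing fibroblasts among the mesenchymal cells that it clustered again. Tagln was a marker of the smooth muscle-like class here. That class held 773 cells at 5 wk, and the Tagln group of the second clustering 775. It may thus hold cells that the paper counts as stromal, so stromal-like and smooth muscle-like values may cover other cells than the paper's. Granulosa-like cells made up 32.6% (31.6 to 33.5), 36.9% (35.9 to 37.9), 46.9% (45.9 to 47.8), 32.6% (31.6 to 33.7) and 36.2% (35.3 to 37.2) of all deposited cells at 2, 3, 4, 5 and 6 wk. For stromal-like cells the shares were 36.1% (35.2 to 37.1), 32.3% (31.4 to 33.3), 22.3% (21.5 to 23.1), 25.1% (24.2 to 26.1) and 29.0% (28.2 to 29.9). Smooth muscle-like cells ranged from 6.84% at 4 wk to 9.94% at 5 wk. Among the alternatives, merging the libraries without integration moved these shares most. The stromal-like share at 4 wk was 0.618 (0.586 to 0.651) times that at 2 wk with integration and 2.30 times that at 2 wk without it, where 52.7% of the 2 wk cells stayed unnamed.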

Four clusters with low UMIs (c6, c11, c15, and c29) were excluded from subsequent analysis (Figure 6—figure supplement 1A). Additionally, cluster c14 was removed due to potential doublets, as it overlapped with several other clusters; however, we cautiously named it ‘TBD (to be determined)" (Figure 6—figure supplement 1B). 

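In the rebuilt clustering, 4 clusters had low UMIs, with medians of 2027, 1047, 1521 and 1077 UMIs per cell over 2740, 2132, 1499 and 490 cells. The 45 cells that came almost wholly from the 5 wk library had a median of 750 UMIs. None of these clusters was given a cell type.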

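A rebuilt cluster of 1186 cells carried the smooth muscle markers Tagln, Myh11, Actg2 and Cnn1 and matched granulosa cluster c1 best among the study's readable clusters, at a correlation of 0.459. Scrublet called 66.7% of its cells doublets, against at most 7.01% in any named cluster. Its median of 21901 UMIs per cell was 1.47 times that of granulosa-like cells. It held 269, 200, 342, 72 and 303 cells at 2, 3, 4, 5 and 6 wk and was left unnamed.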

Notably, all known ovarian somatic cell types were identified within one or more clusters. Germ cells, however, were likely too rare in these juvenile ovaries to form a cluster, although ovarian germ cells have been extensively studied at earlier developmental stages by these methods (Niu and Spradling, 2022) or at similar stages with alternative approaches (Morris et al., 2022; Isola et al., 2024).

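No rebuilt cluster carried germ cell markers. Cells with UMIs of at least 3 of the 5 germ cell genes Ddx4, Dazl, Zp2, Zp3 and Gdf9 numbered 8, 5, 3, 2 and 1 at 2, 3, 4, 5 and 6 wk. At 2 wk they were 0.0845% (0.0365 to 0.166) of cells and at 6 wk 0.00945% (2.39e-04 to 0.0526). A UMI of any of the 5 genes was found in 2.46% of cells at 4 wk, the lowest share, and 3.12% at 5 wk, the highest, levels that free RNA can give.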

**Figure 5.**
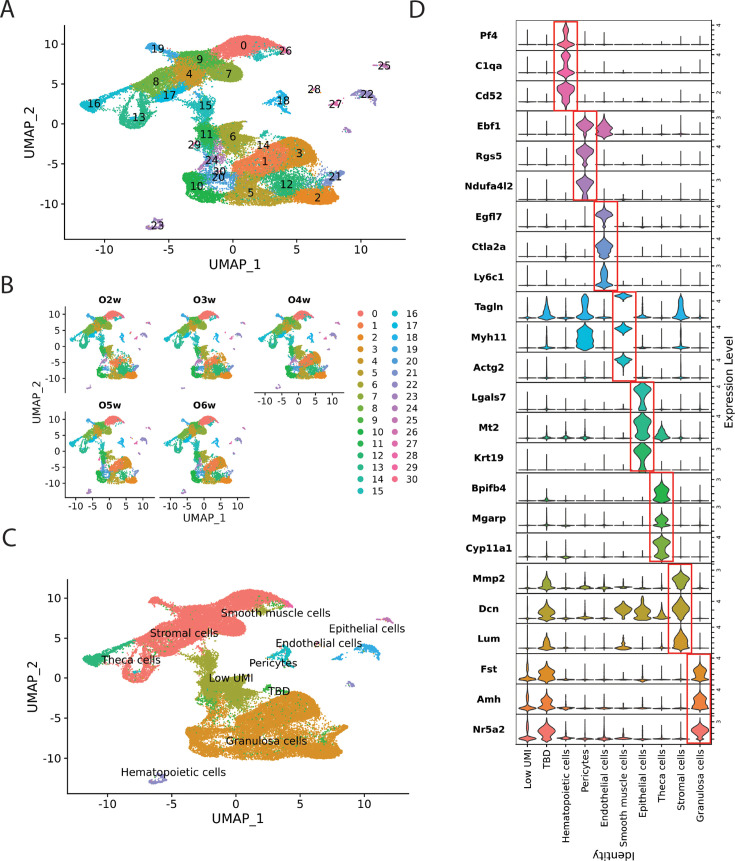
Single-cell RNA sequencing of 2- to 6-wk ovaries. (**A**) UMAP plot of ovaries from 2 to 6 wk, showing 31 initial clusters (c0–c30) represented in different colors. Sequencing data from different ages were merged before being analyzed in Seurat (see Methods for details; see Source data 1). (**B**) Ovarian cells from 2 to 6 wk contribute to almost every cluster in the UMAP plot. O2w: scRNA-seq data from 2-wk ovary. O3w: 3-wk ovary. O4w: 4-wk ovary. O5w: 5-wk ovary. O6w: 6-wk ovary. (**C**) Cell type groups are indicated by colored regions, with their relationship to the numbered initial clusters as shown in (**A**). Granulosa cells: c1, c2, c3, c5, c10, c12, c20, c21, c24, and c30; stromal cells: c0, c4, c7, c8, c9, c13, c17, and c19; theca cells: c16; hematopoietic cells: c23; endothelial cells: c22 and c27; pericytes: c18; smooth muscle cells: c26; epithelial cells: c25 and c28; low UMI clusters: c6, c11, c15, and c29; TBD (to be determined): c14. (**D**) Multi-violin plot of selected marker gene expression across different cell types. *Y*-axis: gene names with expression levels normalized for display. *X*-axis: cell types.

The initial clustering further validated the picture of wave 1 development obtained from lineage studies. Cluster c1 expressed wave 1 BPG markers such as *Nr5a2*, *Hsd3b1*, *Inha*, and *Inhba*, and its cell percentage increased approximately 3.5-fold between 2 and 4 wk before falling at 5 wk as wave 1 granulosa cells turned over (Source data 6). 

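The study's cluster c1 was located through the published mean expression values of Source data 2, of which 1334 genes in clusters c0 to c9 could be read and 598 were compared. No minimum correlation was required for this match, and the study's granulosa clusters past c9 could not be read. The clusters matched to c1 may thus also hold cells of those. The 2 granulosa-like clusters whose profile matched c1 best made up 3.28% (2.93 to 3.66), 5.59% (5.13 to 6.07), 12.9% (12.3 to 13.6), 8.18% (7.58 to 8.81) and 10.5% (9.93 to 11.1) of cells at 2, 3, 4, 5 and 6 wk. Their share at 4 wk was 3.94 (3.49 to 4.47) times that at 2 wk, and the share at 5 wk was 0.632 (0.574 to 0.694) times that at 4 wk. Merging without integration moved the rise from 2 to 4 wk most, to 49.3-fold. In these clusters Nr5a2 (ENSMUSG00000026398) stood at 735 (711 to 760.3) CPM at 2 wk and 614 (603 to 625) at 4 wk, against 305 (299.9 to 309.6) and 354 (349 to 359) in the other granulosa-like cells. Inha (ENSMUSG00000032968) stood at 8706 CPM at 2 wk and 5604 at 4 wk, against 2589 and 4400.5. Hsd3b1 (ENSMUSG00000027871) fell from 2323 (2280.2 to 2367) CPM at 2 wk to 282 (274 to 289) at 4 wk and stood at 1392 (1375.5 to 1409) at 6 wk, each time above the 491, 154 and 491 of the others. Inhba (ENSMUSG00000041324) was 432 (414 to 451) CPM against 19.9 (18.7 to 21.2) at 2 wk and 129.9 (125 to 135) against 93.1 (90.5 to 95.7) at 4 wk.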

Cluster c16 highly expressed theca cell steroidogenic genes such as *Cyp11a1*, *Cyp17a1*, and *Plin1*. The number of c16 cells peaked at puberty (5 wk). 

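The theca-like cluster was named from Bpifb4, Mgarp, Cyp11a1, Cyp17a1 and Plin1, so that it holds these genes is no result. It held 103, 208, 250, 573 and 106 cells at 2, 3, 4, 5 and 6 wk. As a share of all deposited cells it made up 1.09% (0.889 to 1.32), 2.25% (1.96 to 2.57), 2.26% (1.99 to 2.55), 7.37% (6.80 to 7.97) and 1.00% (0.821 to 1.21). The share at 5 wk was 6.77 (5.48 to 8.44) times that at 2 wk, and at 6 wk it was 0.136 (0.109 to 0.168) times that at 5 wk. The alternatives placed the ratio of 5 wk over 2 wk between 4.40, among cells that passed stricter limits on genes and mitochondrial UMIs, and 10.1, at a resolution of 0.6.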

The outer ‘theca externa’ is enriched in angiogenic cells, blood vessels, and fibroblastic cells. 

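Flt1 and Laptm5 were among the markers that named the blood endothelial-like and the hematopoietic-like cluster. Blood endothelial-like cells numbered 117, 69, 100, 267 and 160 at 2, 3, 4, 5 and 6 wk, or 1.24% (1.02 to 1.48), 0.746% (0.581 to 0.943), 0.903% (0.735 to 1.10), 3.43% (3.04 to 3.86) and 1.51% (1.29 to 1.76) of all cells. Their share at 5 wk was 4.60 (3.52 to 6.09) times that at 3 wk. The median blood endothelial-like cell held 2157 UMIs at 3 wk and 15162 at 5 wk. Among cells with at least 1000 genes and under 10% mitochondrial UMIs the ratio was 8.33, its largest shift. Hematopoietic-like cells numbered 51, 50, 84, 181 and 129, or 0.538% (0.401 to 0.707), 0.540% (0.401 to 0.712), 0.758% (0.605 to 0.938), 2.33% (2.00 to 2.69) and 1.22% (1.02 to 1.45). Their share at 5 wk was 4.31 (3.13 to 6.01) times that at 3 wk.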

Clusters corresponding to endothelial cells expressing *Flt1* (c22) and blood cells expressing *Laptm5* (c23) increased nearly fourfold between 3 and 5 wk, consistent with such vascularization.

### Analyzing granulosa cell gene expression

We re-clustered the 10 initial granulosa cell clusters in Seurat, yielding 18 new clusters (gc0–gc17) (Figure 6A). These were classified into groups corresponding to their likely association with primordial (gc11), primary (gc3 and gc8), secondary (gc1, gc4, and gc9), antral (gc2, gc7, gc10, and gc13), and remodeling (gc0 and gc6) follicles, as well as mitotically cycling cells (gc5, gc12, gc14, gc15, gc16, and gc17) (Figure 6B, C). 

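A second clustering of the 18065 granulosa-like cells on the integrated values gave 17 clusters. Stage names came from markers that left out Wnt4, Igfbp5 and the other genes that the paper compares between waves in antral cells. Clusters without a name took the group of the study cluster whose published profile they matched at a correlation of at least 0.7, over the 490 genes compared of the 1408 of Source data 3 that could be read for gc0 to gc9. The primordial group held 686 cells, the primary group 2068, the secondary group 4702, the antral group 4008, the remodeling group 3407 and the mitotic group 2413, and 781 cells stayed unnamed. The antral group joins 2 clusters named from Fst, Tdrd5, Nap1l5 and Inhba, with 816 and 504 cells, and 2 clusters matched to gc2 and gc7 at correlations of 0.929 and 0.927, with 1687 and 1001 cells. The cluster matched to gc2 scored higher for the remodeling markers than for the antral markers.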

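Each group of granulosa-like cells held cells from all 5 libraries. The primordial group made up 9.43% (8.42 to 10.5), 5.48% (4.74 to 6.29), 1.85% (1.50 to 2.25), 2.21% (1.67 to 2.86) and 1.46% (1.10 to 1.89) of granulosa-like cells at 2, 3, 4, 5 and 6 wk. The primary group fell from 20.4% (19.0 to 21.9) at 2 wk to 5.89% (5.27 to 6.57) at 4 wk, and the secondary group from 39.9% (38.2 to 41.6) to 18.6% (17.5 to 19.7). At 6 wk they stood at 8.55% (7.69 to 9.48) and 20.4% (19.2 to 21.7). The antral group rose from 11.4% (10.3 to 12.6) at 2 wk to 27.3% (26.0 to 28.5) at 4 wk, then stood at 23.4% (21.7 to 25.1) and 27.5% (26.1 to 28.9). The mitotic group lay between 9.69% at 2 wk and 15.8% at 4 wk, and unnamed cells between 3.23% at 5 wk and 5.35% at 2 wk. The fewest cells of any of these groups were the 56 primordial cells at 5 wk and as many at 6 wk.

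**Figure D1:**
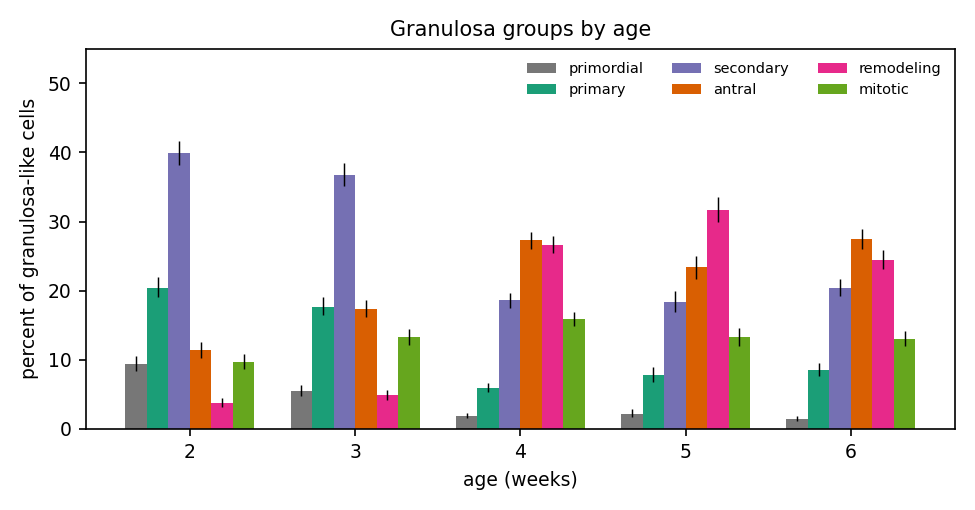
Share of granulosa-like cells in each group, in percent, against age in wk. Error bars are exact binomial intervals over the cells of 1 library per age, and the share of the primordial group falls from 9.43% at 2 wk to 1.46% at 6 wk.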

Granulosa cells from all follicle stages were identified across all samples (Figure 6—figure supplement 1C). Single-cell pseudotime trajectory analysis using Monocle 3 identified distinct developmental paths from primordial follicles to either antral follicles or remodeled follicles (Figure 6D). Once primordial follicles reached the secondary stage, some progressed along path 1 toward antral follicles, while others followed path 2 toward remodeled follicles.

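Monocle 3 was not run. The adjacency of the groups was measured as the percentage of each cell's 20 nearest neighbours, over the principal components of the integrated granulosa-like cells, that lay in another group. Of the neighbours of secondary cells, 91.9% were secondary, 3.62% antral, 3.34% primary and 0.340% remodeling. Remodeling cells had 6.85% of their neighbours in the antral group and 1.52% in the secondary group. For antral cells 4.14% lay in the secondary and 3.61% in the remodeling group. Such neighbourhoods carry no direction in time.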

**Figure 6.**
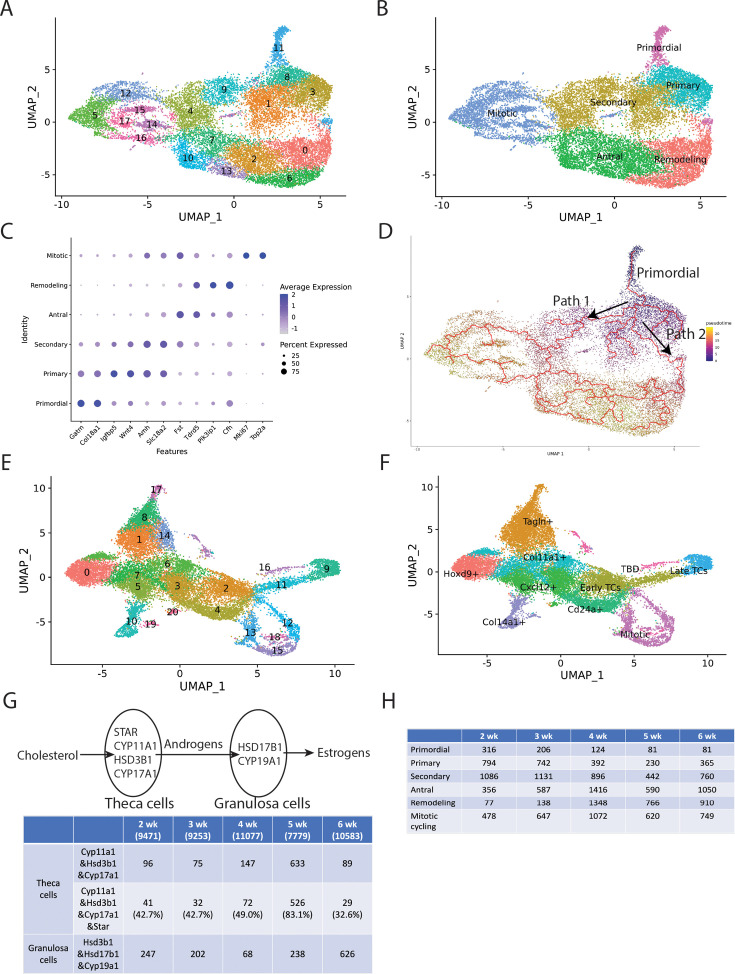
Further re-cluster analysis of sequencing data. (**A**) UMAP plot of re-clustered granulosa cells from Figure 5A, showing 18 clusters (gc0–gc17). (**B**) The deduced ovarian follicle developmental stages are labeled and indicated by colored regions, with their relationship to the numbered clusters shown in panel A. Primordial: gc11; primary: gc3 and gc8; secondary: gc1, gc4, and gc9; antral: gc2, gc7, gc10, and gc13; remodeling: gc0 and gc6; mitotic: gc5, gc12, gc14, gc15, gc16, and gc17. (**C**) Dot plot of marker gene expression in granulosa cells across different follicle stages. *Y*-axis: cell types. *X*-axis: gene names with expression levels normalized for display. (**D**) Pseudotime trajectory analysis using Monocle 3 reveals two pathways in secondary follicles: Path 1 leads to further development into antral follicles, while Path 2 results in remodeling follicles. (**E**) UMAP plot of re-clustered theca and stromal cells from Figure 5A, showing 21 clusters (g0–g20). (**F**) The deduced mesodermal cell subgroups are labeled and indicated by colored regions, with their relationship to the numbered clusters shown in panel E. Hoxd9+: g0; Tagln+: g1, g8, g14, and g17; early theca cells (TCs): g2 and g11; late theca cells (TCs): g9; Cxcl12+: g3, g5, and g20; Cd24a+: g4; Col11a1+: g6 and g7; Col14a1+: g10 and g19; mitotic: g12, g13, g15, and g18; TBD (to be determined): g16. (**G**) Diagram of steroidogenic gene expression in theca and granulosa cells and their role in androgen and estrogen synthesis. Top: Synthesis of androgens in theca cells and estrogens in granulosa cells from cholesterol. Bottom: Estimated numbers of steroidogenic theca cells and interstitial gland cells expressing three key steroidogenic genes in the sequencing data—*Cyp11a1*, *Hsd3b1*, and *Cyp17a1*—are shown, along with those expressing all four essential genes (*Cyp11a1*, *Hsd3b1*, *Cyp17a1*, and *Star*). The total cell numbers are shown in the first row. From 2 to 5 wk, the theca cell population increases, followed by a decline at 6 wk. Meanwhile, the number and percentage of theca cells expressing all four essential genes progressively increase. In contrast, the estimated numbers of granulosa cells expressing *Hsd3b1*, *Hsd17b1*, and *Cyp19a1* follow a fluctuating pattern, decreasing from 2 to 4 wk before rising again at 5 wk. Notably, 2 wk corresponds to the time of mini-puberty. (**H**) Estimated numbers of granulosa cells in follicles across developmental subclasses: primordial, primary, secondary, antral, remodeling, and mitotic cycling.

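Over all deposited cells, those with a UMI of each of Cyp11a1 (ENSMUSG00000032323), Hsd3b1 and Cyp17a1 (ENSMUSG00000003555) numbered 96, 75, 147, 633 and 89 at 2, 3, 4, 5 and 6 wk. Of these, 41, 32, 72, 526 and 29 also had a UMI of Star (ENSMUSG00000031574). At 5 wk, 557 of the 633 cells with the first 3 genes lay in the theca-like cluster, 24 in granulosa-like clusters and 18 in stromal-like clusters, and at 6 wk 44 of 89 were theca-like. Hematopoietic-like cells, which should lack these genes, had all 3 in 2.76% (0.903 to 6.33) of cells at 5 wk, at a median of 4989 UMIs, against 97.2% (95.5 to 98.4) of theca-like cells, at a median of 21085. Cyp11a1 and Cyp17a1 also named the theca-like cluster, so its part in these numbers is partly set by the naming. Limited to the stromal-like, smooth muscle-like and theca-like cells, the numbers were 66, 69, 140, 575 and 48.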

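Granulosa-like cells with a UMI of each of Hsd3b1, Hsd17b1 (ENSMUSG00000019301) and Cyp19a1 (ENSMUSG00000032274) numbered 226, 193, 64, 210 and 516 at 2, 3, 4, 5 and 6 wk. Over all deposited cells the numbers were 247, 202, 68, 238 and 626. Among stromal-like, smooth muscle-like and theca-like cells they were 4, 0, 0, 3 and 9, or at most 0.213% (0.0974 to 0.404), at 6 wk.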

**Figure 6—figure supplement 1.**
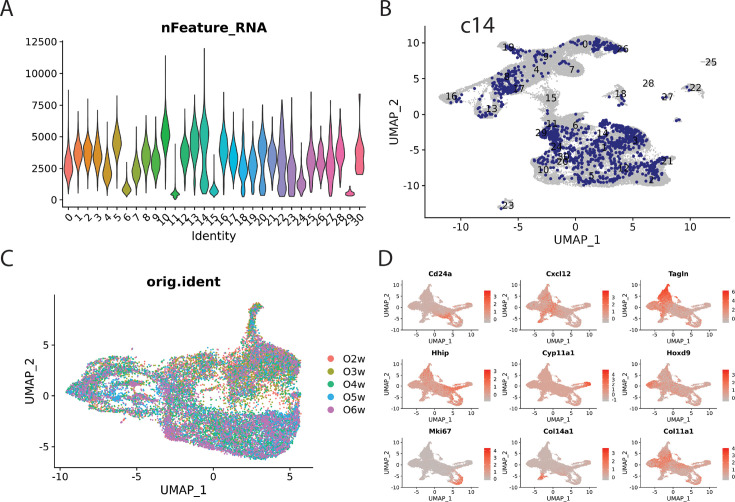
Analysis of single-cell RNA sequencing. (**A**) nFeature_RNA of the scRNA-seq data shows that clusters 6, 11, 15, and 29 have low UMI counts. (**B**) Highlighting cluster 14 reveals its dispersed distribution. (**C**) Distribution of samples across clusters shows that cells from each sample contribute to all clusters (orig.ident). (**D**) Feature plots of marker gene expression from the reanalysis of mesenchymal cells, including late theca cells (*Cyp11a1*), early theca cells (*Hhip*), Tagln+ fibroblasts (*Tagln*), Hox9+ fibroblasts (*Hox9*), Col11a1+ fibroblasts (*Col11a1*), Cxcl12+ fibroblast (*Cxcl12*), Col14a1+ fibroblasts (*Col14a1*), Cd24a+ fibroblasts (*Cd24a*), and mitotic cells (*Mki67*).

**Figure 6—figure supplement 2.**
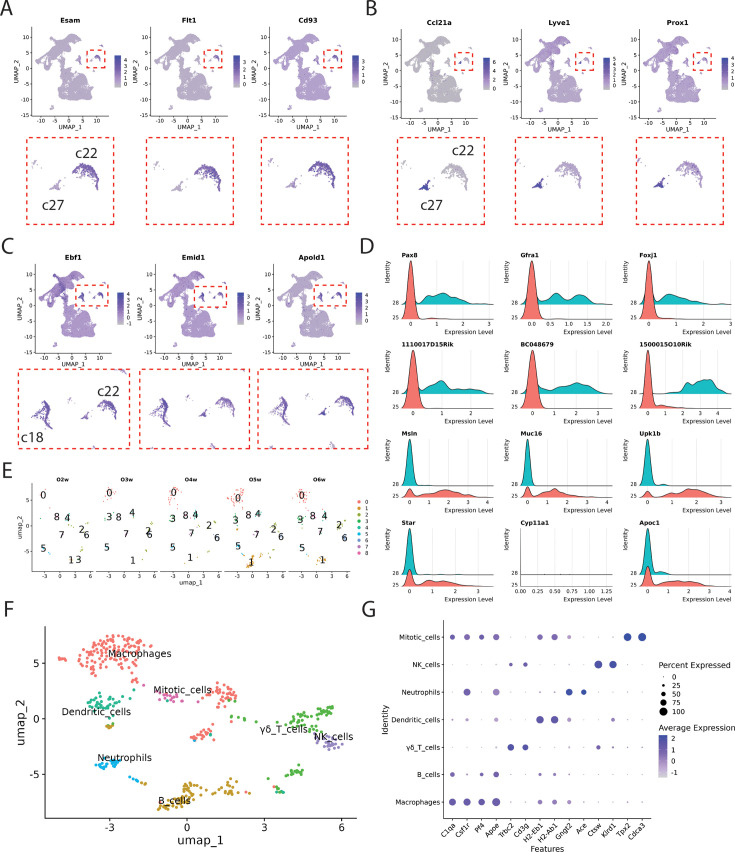
Analysis of other cell types. (**A**) Expression plots of representative genes highly expressed in cluster 22, identified as endothelial cells in blood vessels, including *Esam*, *Flt1*, and *Cd93*. Red boxes in the top panel are enlarged in the bottom panel. (**B**) Expression plots of representative genes highly expressed in cluster 27, identified as endothelial cells in lymphatic vessels, including *Ccl21a*, *Lyve1*, and *Prox1*. Red boxes in the top panel are enlarged in the bottom panel. (**C**) Expression plots of representative genes shared between pericytes and endothelial cells, including *Ebf1*, *Emid1*, and *Apold1*. Red boxes in the top panel are enlarged in the bottom panel. (**D**) Ridge plots of representative gene expression in epithelial cells from the ovarian surface epithelium (cluster 25) and the rete ovarii (cluster 28). (**E**) Further analysis of hematopoietic cells using re-clustering in Seurat identified 9 clusters across five samples. (**F**) The deduced hematopoietic cell subgroups are labeled and indicated by colored regions, including macrophages (clusters 0, 4, and 7), dendritic cells (cluster 3), neutrophils (cluster 5), B cells (cluster 1), T cells (cluster 2), NK cells (cluster 6), and mitotic cells (cluster 8). (**G**) Dot plot showing marker gene expression across different hematopoietic cell types.

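Lymphatic endothelial-like cells, named from Ccl21a, Lyve1 and Prox1, numbered 47, 36, 53, 81 and 14 at 2, 3, 4, 5 and 6 wk. They made up 1.04% (0.828 to 1.29) of cells at 5 wk and 0.132% (0.0723 to 0.222) at 6 wk, a ratio of 0.127 (0.0665 to 0.226).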

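Emid1 (ENSMUSG00000034164) and Apold1 (ENSMUSG00000090698) had no part in naming the clusters. Summed over the 5 libraries, Emid1 stood at 195 (185 to 205) CPM in pericyte-like cells, 139.6 (125 to 156) in lymphatic endothelial-like cells and 37.4 (33.4 to 41.7) in blood endothelial-like cells, against 0.364 in granulosa-like cells. Apold1 stood at 258 (246 to 269.9), 1052 (1011 to 1096) and 468 (454 to 483) in the same classes and at 0.756 in granulosa-like cells.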

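Surface epithelial-like cells numbered 108, 49, 49, 52 and 64 at 2, 3, 4, 5 and 6 wk. Rete ovarii-like cells numbered 54, 31, 5, 1 and 0. They fell from 0.570% (0.429 to 0.743) of cells at 2 wk to 0 of 10583 at 6 wk, which allows a share of up to 0.0283%. A second clustering of the 495 hematopoietic-like cells gave 9 clusters, of which 4 could be named. These were macrophage-like with 135 cells, dendritic-like with 41, neutrophil-like with 30 and natural killer-like with 30. Macrophage-like cells numbered 6, 14, 26, 50 and 39 at the 5 ages. The cells of the other clusters stayed unnamed and made up 68.6%, 48.0%, 47.6%, 57.5% and 43.4% of hematopoietic-like cells.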

**Figure 6—figure supplement 3.**
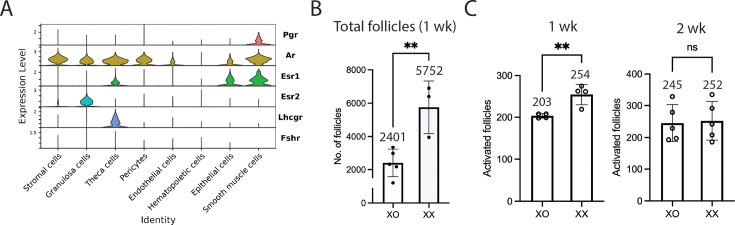
Hormone receptor expression and XO mouse line. (**A**) Expression levels of hormone receptors (*Y*-axis) across different cell clusters (*X*-axis). Androgen receptor (*Ar*) is expressed in nearly all cell types except hematopoietic cells. Estrogen receptor 1 (*Esr1*) is primarily expressed in theca cells (including interstitial gland cells), epithelial cells, and smooth muscle cells, whereas estrogen receptor 2 (*Esr2*) is expressed in granulosa cells as expected. No expression of follicle-stimulating hormone receptor (*Fshr*) is detected in any cell type, while luteinizing hormone/choriogonadotropin receptor (*Lhcgr*) is specifically expressed in theca cells. Progesterone receptor (*Pgr*) is present in smooth muscle cells but absent in granulosa cells. (**B**) The total follicle count in XO mice at 1 wk is significantly lower compared to control XX mice. Follicle counts were performed using Imaris software on whole-mount-stained ovaries. *N* = 3–5. **p < 0.01. (**C**) Activated follicles were fewer in XO mice than in XX mice at 1 wk. By 2 wk, the statistical difference between XO and XX mice was no longer observed. Follicle counts were performed using Imaris software on whole-mount-stained ovaries. *N* = 4–5. **p < 0.01; ns, not significant.

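Summed over the 5 libraries, Esr1 (ENSMUSG00000019768) stood at 98.8 (88.6 to 110.0) CPM in surface epithelial-like cells and 46.1 (43.4 to 48.9) in theca-like cells. Its level was 24.7 CPM in rete ovarii-like, 18.3 in smooth muscle-like, 17.5 in stromal-like, 7.76 in granulosa-like and 4.22 in hematopoietic-like cells. Esr2 (ENSMUSG00000021055) stood at 156 (154 to 157) CPM in granulosa-like, 46.5 (44.4 to 48.6) in smooth muscle-like, 34.5 (33.6 to 35.4) in stromal-like, 22.5 (18.2 to 27.5) in hematopoietic-like and 8.78 (7.63 to 10.1) in theca-like cells. An Esr2 UMI was found in 77.0% of granulosa-like and 9.09% of hematopoietic-like cells.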

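Fshr (ENSMUSG00000032937) lies on chromosome 17 from 88984952 to 89200675 of GRCm38. In granulosa-like cells it stood at 7.04 (6.35 to 7.78), 5.75 (5.09 to 6.47), 5.07 (4.56 to 5.61), 9.06 (8.22 to 9.96) and 14.7 (13.8 to 15.6) CPM at 2, 3, 4, 5 and 6 wk. Its 2546 UMIs lay in 11.1% of granulosa-like cells. Stromal-like cells had 0.183 (0.123 to 0.263) CPM, with a UMI in 0.201% of cells at a median depth of 9730.5 UMIs, and hematopoietic-like cells 0.235 (0.00594 to 1.31) CPM. Lhcgr (ENSMUSG00000024107) stood at 117 (113 to 122) CPM in theca-like cells, with a UMI in 61.7% of them, against 1.85 (1.65 to 2.08) in stromal-like, 1.70 (1.56 to 1.86) in granulosa-like and 1.41 (0.516 to 3.06) in hematopoietic-like cells. Within the granulosa-like cells, the antral group at 2 wk had 41.9 (36.7 to 47.7) CPM of Lhcgr.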

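Pgr (ENSMUSG00000031870) stood at 8.69 (7.81 to 9.63) CPM in smooth muscle-like cells, 6.51 in pericyte-like, 4.46 in stromal-like and 2.18 in theca-like cells. For Pgr as for Esr1 and Esr2, the smooth muscle-like class may include cells that the paper counts as stromal. Granulosa-like cells had 0.408 (0.339 to 0.488) CPM and hematopoietic-like cells 0.469 (0.0568 to 1.69), an interval too wide to place the granulosa level above or below it. A Pgr UMI was found in 5.60% of smooth muscle-like and 0.614% of granulosa-like cells, and in 0.202% of hematopoietic-like cells.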

We identified up to 250 top differentially expressed genes for each group (Source data 5) and performed further analysis using Metascape (Zhou et al., 2019). The development and remodeling of wave 1 follicles and of boundary follicles, giving rise to early wave 2 follicles, are summarized in Figure 7.

**Figure 7.**
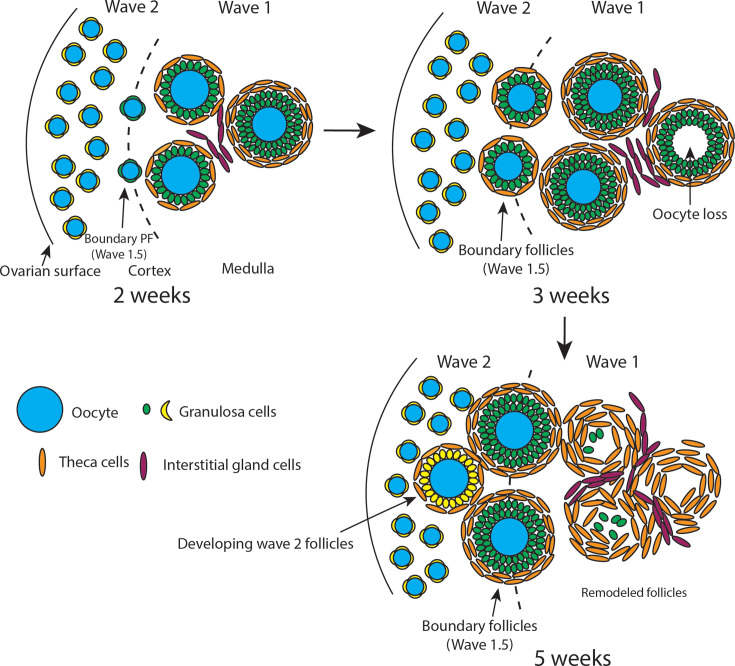
Model of wave 1 follicle development and function. Wave 1 follicles undergo remodeling during the peri-pubertal period, expanding the population of androgen-producing theca and interstitial gland cells. Gradients between the medulla and cortex facilitate the sequential activation of primordial follicles, a process that continues into early adulthood. We refer to these sequentially activated follicles as boundary follicles (wave 1.5). These follicles, whose granulosa cells are derived from bipotential pre-granulosa (BPG) cells, remain dormant in the medulla and cortex until recruiting signals—either positive or negative—become available. Boundary follicles are typically recruited around 2 weeks of age and constitute the majority of developing follicles by 5 weeks. In parallel, wave 1 follicles remodel to support androgen production through their remaining theca cells and associated interstitial gland cells.

### Comparison of gene expression between wave 1 and 2 follicle development

Wave 1 and 2 follicles begin to differ in gene expression early in fetal development, as BPGs and EPGs express different genes as early as E14.5 and diverge further by P5 (Niu and Spradling, 2020). To investigate whether gene expression differences at follicle formation persist, and to look for additional wave-specific gene expression, we examined granulosa cell clusters gc2, gc7, gc10, and gc13 at 2 wk, comprising all granulosa cell clusters scored as in antral follicles (Figure 6A, C). As illustrated in Figure 7, only wave 1 antral follicles are present in significant numbers at 2 and 3 wk, prior to widespread wave 1 remodeling. In contrast, because of extensive wave 1 granulosa cell turnover, by 5 wk nearly all of these same antral follicle clusters originated from developing boundary follicles. Consequently, we compared gene expression levels during these two time intervals for all four antral granulosa cell clusters.

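The antral group held 352, 594, 1415, 593 and 1054 cells at 2, 3, 4, 5 and 6 wk. Ratios are of the CPM of summed UMIs, 2 wk over 5 wk, pooled over its 4 clusters, and where a mean over the 4 clusters is given, it stands with the SD between them. That SD compares clusters of the same 2 libraries and is not a spread between replicates. The paper compares 2 time intervals and does not list the ages behind each ratio, so its ratios may cover other ages than these. The placing of 2 wk cells in this group rests on the integration of the libraries. Without integration, 306 of the 352 cells (86.9%) fell in clusters with over 90% of cells from the 2 wk library, and 15 fell in the antral group.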

The nuclear receptor *Nr5a2* is preferentially expressed 7.8-fold higher at P5 in BPGs within growing wave 1 follicles compared to EPGs in growth-arrested wave 2 follicles (Niu and Spradling, 2020). Similarly, *Nr5a2* expression is 11-fold higher in all 2-wk antral follicle cell clusters compared to primordial follicle (gc11) granulosa cells. This difference reflects the early activation of wave 1 follicles, as *Nr5a2* turns on in all wave 2 granulosa cells as they begin to grow (Meinsohn et al., 2019). 

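Nr5a2 lies on chromosome 1 from 136842571 to 136960448 of GRCm38. At 2 wk it stood at 704 CPM in the antral group (3865 UMIs) and 159 CPM in the primordial group (577 UMIs), a ratio of 4.44 (4.07 to 4.85). Against the primordial group of all ages the ratio was 4.06 (3.81 to 4.32).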

We observed that *Nr5a2* expression increases in primary and secondary follicles and reaches similar levels in wave 1 and 2 antral follicles (ratio = 1.02 ± 0.23). 

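Nr5a2 rose from 273 CPM in the primary group at 2 wk to 359 in the secondary group. Its pooled ratio of 2 wk over 5 wk in the antral group was 1.16 (1.12 to 1.21), and its mean over clusters was 1.11 (SD 0.227). Against 6 wk the ratio was 0.877 and at a resolution of 1.4 it was 0.988, so its direction depended on these choices.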

Comparable expression ratios were likewise seen between wave 1 and 2 antral granulosa cells for other genes that were BPG/wave 1-preferential at P5, including *Dhh* (1.04 ± 0.41), *Hsd17b1* (0.61 ± 0.14), *Ptgis* (1.08 ± 0.26), *Prlr* (1.8 ± 0.80), *Fshr* (0.89 ± 0.21), and *Igf1* (0.86 ± 0.10).

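Pooled ratios of 2 wk over 5 wk were 0.897 (0.759 to 1.06) for Dhh (ENSMUSG00000023000), 0.794 (0.758 to 0.832) for Hsd17b1, 0.856 (0.775 to 0.945) for Ptgis (ENSMUSG00000017969) and 1.90 (1.68 to 2.14) for Prlr (ENSMUSG00000005268). Fshr had 108 UMIs at 2 wk and 147 at 5 wk, a ratio of 1.39 (1.07 to 1.79). For Igf1 (ENSMUSG00000020053) the ratio was 0.169 (0.143 to 0.200), and with 3 wk in place of 2 wk it was 0.864 (0.800 to 0.932). The same change of age took the pooled ratio of Prlr to 0.773 and that of Fshr to 0.756. Over the 4 clusters the mean for Prlr was 2.61 (SD 1.48) with 2 wk and 1.34 (SD 0.574) with 3 wk, where it ranged from 0.572 to 1.79. Ptgis was 1.14 against 6 wk and 1.11 with the granulosa-like cells integrated anew, and Hsd17b1 was 1.49 without integration.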

However, some genes continued to be differentially expressed between wave 1 and 2 follicles at the same stage of development. 

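Wnt4 (ENSMUSG00000036856) lies on chromosome 4 from 137277489 to 137299726 of GRCm38. As the mean over cells of counts per 10000 UMIs, averaged over the 4 antral clusters, it stood at 4.81 ± 0.865, 0.848 ± 0.253, 0.165 ± 0.0633, 0.167 ± 0.0618 and 0.147 ± 0.0659 (SD between clusters) at 2, 3, 4, 5 and 6 wk. Summed over the antral group, 2528 UMIs at 2 wk and 212 at 5 wk gave a CPM ratio of 22.5 (19.6 to 26.1). The step from 2 to 3 wk was 4.64 (4.28 to 5.04)-fold. Starting from 3 wk moved the ratio over 5 wk most, to 4.85.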

Wave 1 antral granulosa cells at 2 wk expressed *Wnt4* at much higher levels (4.8 ± 1.0) compared to wave 2 antral granulosa cells at either 5 wk (0.17 ± 0.069) or 6 wk (0.14 ± 0.070). Other genes expressed more highly in wave 1 than in wave 2 antral granulosa cells included *Igfbp5* (27 ± 10), *Itga6* (6.28 ± 0.97), and *Inha* (1.52 ± 0.29). 

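Igfbp5 (ENSMUSG00000026185, chromosome 1 from 72857932 to 72874884) stood at 880.3, 53.9, 6.37, 18.1 and 20.0 CPM in the antral group at 2, 3, 4, 5 and 6 wk. Its pooled ratio of 2 wk over 5 wk was 48.6 (42.0 to 56.5), with a mean of 49.5 (SD 19.8) over the 4 clusters. The pooled ratio of 3 wk over 5 wk was 2.97. Over the 4 clusters it ranged from 0.571 to 4.94, so its direction was not the same in each. Without integration of the libraries the ratio of 2 wk over 5 wk was 3.53. Itga6 (ENSMUSG00000027111, chromosome 2 from 71745616 to 71858416) had a pooled ratio of 12.2 (10.6 to 14.0) and a mean over clusters of 11.9 (SD 1.16). For Inha (chromosome 1 from 75507077 to 75510366) these were 1.52 (1.50 to 1.54) and 1.58 (SD 0.474). A mean over clusters of 2 and 3 wk over 5 and 6 wk was chosen after seeing the values. It was 27.9 (SD 10.4) for Igfbp5, 6.43 (SD 0.843) for Itga6 and 1.53 (SD 0.269) for Inha.

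**Figure D2:**
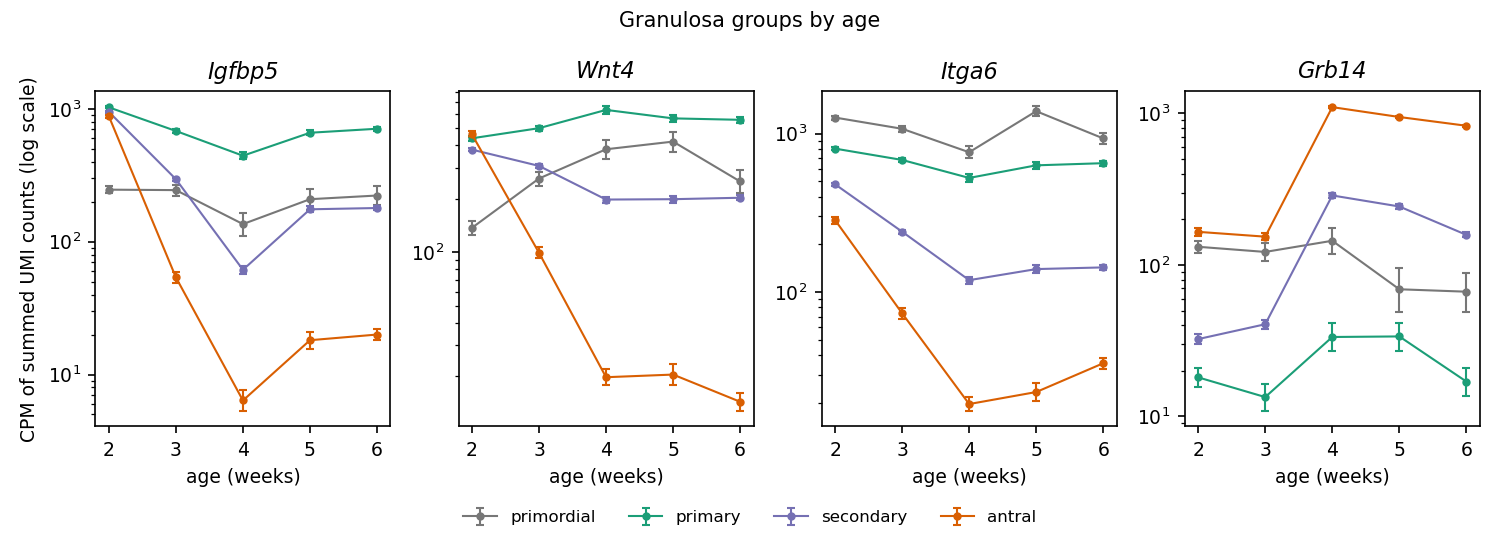
CPM of Igfbp5, Wnt4, Itga6 and Grb14 on a log scale against age in wk, in the primordial, primary, secondary and antral groups. Error bars are exact Poisson intervals over 1 library per age, and Igfbp5 in the antral group falls from 880.3 CPM at 2 wk to 18.1 at 5 wk.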

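Cald1 (ENSMUSG00000029761, chromosome 6 from 34598500 to 34775473) had 62 UMIs in the antral group at 2 wk and 1940 at 5 wk, a pooled ratio of 0.0604 (0.0461 to 0.0778). Its mean over the 4 clusters was 0.163 (SD 0.145). Ghr (ENSMUSG00000055737) had a pooled ratio of 0.196 (0.146 to 0.259), Grb14 (ENSMUSG00000026888) 0.175 (0.163 to 0.187) and Mmp11 (ENSMUSG00000000901) 0.239 (0.205 to 0.278). Over clusters the means were 0.206 (SD 0.0705) for Ghr, 0.207 (SD 0.137) for Grb14 and 0.380 (SD 0.261) for Mmp11.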

Genes expressed at lower levels in wave 1 than in wave 2 included *Cald1* (0.20 ± 0.089), *Ghr* (0.16 ± 0.027), *Grb14* (0.23 ± 0.092), and *Mmp11* (0.46 ± 0.23). Thus, gene expression is not entirely equivalent in wave 1 and 2 follicles at corresponding stages, as has often been assumed.

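Of 7138 genes with at least 200 UMIs over both ages, ranked by the pooled ratio among those that moved the same way in each antral cluster, the highest at 2 wk were Akr1c18, Col18a1, Igfbp5, Ncald and Lhcgr. Akr1c18 had 199 UMIs at 2 wk and 3 at 5 wk, a ratio of 125 (42.3 to 613), and Lhcgr 230 and 16, a ratio of 27.2 (16.4 to 48.3). The ratios of Col18a1, a marker that named the primordial group, and Ncald were 49.0 and 34.5. The lowest were Asb4 (ratio 0.0239), Myocd (0.0300), Agt (0.0317), Nupr1 (0.0456) and Slc38a5 (0.0524). The paper reasons that antral follicles of 2 and 3 wk are of wave 1, while by 5 wk nearly all cells of these clusters originate from boundary follicles after the turnover of wave 1 granulosa cells. From the genes that differ between these ages it concludes that expression is not fully equivalent in both waves at the same stage.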

Clusters gc0 and gc6 showed indications that they derived from remodeled wave 1 follicles. For example, the number of gc0 and gc6 cells was low at 2 and 3 wk before substantial atresia but increased 9.8-fold at 4 wk (Source data 6). 

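The remodeling group, named from markers that include Pik3ip1, Gpx3 and Prss23, held 117, 165, 1384, 804 and 937 cells at 2, 3, 4, 5 and 6 wk. Its share of granulosa-like cells was 3.79% (3.15 to 4.53), 4.83% (4.14 to 5.61), 26.7% (25.5 to 27.9), 31.7% (29.9 to 33.5) and 24.4% (23.1 to 25.8). The number of cells at 4 wk was 8.39 times that at 3 wk, and the share 5.52 (4.69 to 6.52) times. Its 3 clusters went from 36 to 560, from 15 to 608 and from 114 to 216 cells between 3 and 4 wk. Without integration the share rose 38.3-fold, the largest shift, and at a resolution of 1.4 it rose 2.91-fold.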

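Cyp1b1, Atf3, Cxcl1, Bmp2, Apoe and Sox4 took no part in naming the remodeling group. Ratios of the remodeling over the antral group were taken within the 4, 5 and 6 wk libraries. Apoe (ENSMUSG00000002985) was 3.32 (3.17 to 3.47)-fold, 3.604 (3.42 to 3.80)-fold and 4.13 (3.92 to 4.35)-fold higher in the remodeling group at these ages. Atf3 (ENSMUSG00000026628) had ratios of 1.90 (1.80 to 2.01), 2.09 (1.94 to 2.26) and 3.55 (3.21 to 3.93). For Cxcl1 (ENSMUSG00000029380) the ratios were 1.44, 2.55 and 2.65, for Cyp1b1 (ENSMUSG00000024087) 1.87, 2.25 and 1.73, for Bmp2 (ENSMUSG00000027358) 2.17, 1.95 and 2.17 and for Sox4 (ENSMUSG00000076431) 2.19, 1.83 and 2.44. When these 6 genes were left out of the clustering, a choice made after the data had been seen, the share of the group rose 5.80-fold from 3 to 4 wk. Of 8097 genes compared, those with the highest lowest ratio over the 3 libraries were Pamr1 (26.9 at 5 wk), Coch (10.4 at 4 wk), Bicc1 (10.4 at 4 wk), Rrad (10.4 at 4 wk) and Galnt15 (9.38 at 5 wk).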

Preferentially expressed genes in gc0 and gc6 included *Cyp1b1*, *Atf3*, *Cxcl1*, *Bmp2*, *Apoe*, and *Sox4*. Metascape analysis identified vasculature development (–7.7; –4.0), cell cycle (–6.6; –9.2), and positive regulation of programmed cell death (–4.1; nd), where the numbers indicate log_10_ *q* values for gc0 and gc6, respectively. These findings suggest that granulosa cells in remodeling wave 1 follicles activate specific genes and pathways to stimulate vascular development, ultimately promoting granulosa cell turnover at 4 wk.

### Analyzing mesenchymal and steroidogenic gene expression

We also re-clustered the mesenchymal cells, including theca cells and stromal cells, yielding 21 new clusters to pursue a higher-resolution picture of theca expansion (Figure 6E). 

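The stromal-like, smooth muscle-like and theca-like cells were 19272 cells, and their second clustering gave 22 clusters, of which 17 were named from markers. Among the unnamed clusters was one of 2005 cells with only 2 detected markers, Hoxd9 and Wt1, which matched the study's cluster g0 at a correlation of 0.934 over the 558 genes compared of the 1417 of Source data 4 that could be read for g0 to g9. As a share of mesenchymal cells, the Tagln group rose from 16.1% (15.0 to 17.3) at 2 wk to 24.4% (23.2 to 25.8) at 6 wk and the Cxcl12 group from 9.36% (8.50 to 10.3) to 20.2% (19.0 to 21.4). The Col14a1 group fell from 5.31% (4.66 to 6.02) to 0.994% (0.717 to 1.34). Clusters named from the early theca markers Hhip, Ptch1, Mest and Heyl fell from 684 of 4275 cells at 2 wk to 249 of 3302 at 5 wk, and held 400 of 4226 at 6 wk. The Cd24a group was largest at 4 wk, with 11.3% (10.3 to 12.4), and the Col11a1 group at 2 wk, with 10.1% (9.24 to 11.1). Unnamed cells made up 24.1%, 24.4%, 16.1%, 11.9% and 19.5% at 2, 3, 4, 5 and 6 wk.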

The re-clustered mesenchymal cells fell into nine groups: late-expanding theca cells (g9), early theca cells (g2 and g11), *Tagln*-expressing fibroblasts (g1, g8, g14, and g17), *Col14a1*-expressing fibroblasts (g10 and g19), *Cd24a*-expressing fibroblasts (g4), *Cxcl12*-expressing fibroblasts (g3, g5, and g20), *Hoxd9*-expressing fibroblasts (g0), *Col11a1*-expressing fibroblasts (g6 and g7), and mitotic cells expressing *Mki67* (g12, g13, g15, and g18) (Figure 6F, Figure 6—figure supplement 1D). The expression profile of cluster g16 remains unclear, and it has been provisionally labeled ‘TBD’. Theca cells in g9 highly expressed steroidogenic genes such as *Star*, *Cyp11a1*, *Hsd3b1*, and *Cyp17a1* throughout 2–6 wk and peaked in expression and cell number at 5 wk. In contrast, theca cells in cluster g11 exhibited relatively low levels of steroidogenic enzymes and stable cell numbers, except at 5 wk when levels rose sharply to reach 20–50% of those in g9. Both groups expressed the LH receptor (*Lhcgr*) and prostaglandin E synthase 2 (*Ptges2*), previously implicated in theca cell androgen production (Erickson et al., 1985). However, *Lhcgr* levels in g11 started lower and increased more dramatically at 5 wk than in g9. 

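A rebuilt cluster, called the first theca-like cluster here, matched g9 at a correlation of 0.969. Cyp11a1, Cyp17a1, Star and Plin1 named it, so that it holds these genes is no result, and they are compared between ages. It held 61, 127, 178, 486 and 53 cells at 2, 3, 4, 5 and 6 wk. When the steroidogenic genes were left out of the clustering, a choice made after the data had been seen, the corresponding cluster held 61, 130, 184, 489 and 53. Merging without integration reversed the rise of this cluster's share of mesenchymal cells from 2 to 5 wk. Star stood at 201 (176 to 229.6), 108 (93.5 to 124), 205 (186 to 225), 498 (485 to 512) and 63.3 (49.7 to 79.5) CPM, Cyp11a1 at 2714, 908, 1912, 5935 and 1612 and Hsd3b1 at 3744, 2396, 3276, 4395 and 3547. Cyp17a1 fell from 2633 (2538 to 2731) CPM at 2 wk to 182 (162 to 202) at 3 wk and reached 3468 (3433 to 3503) at 5 wk. The ratio of 5 wk over 2 wk for Star was 2.48 (2.16 to 2.85) from summed counts and 2.12 as a mean over cells.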

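A second theca-like cluster, with the same markers and also closest in profile to g9 (correlation 0.787), held 102, 140, 114, 113 and 93 cells at 2, 3, 4, 5 and 6 wk. The profile of g11 was not in the readable part of the study's table and could not be matched. In this cluster Star stood at 37.3, 32.3, 57.1, 161 and 10.0 CPM, Cyp11a1 at 7.46, 11.1, 119, 1198 and 25.3, Hsd3b1 at 103, 152, 444, 1849 and 291 and Cyp17a1 at 12.4, 0.530, 55.0, 1383 and 19.0. At 5 wk the ratio of the second over the first cluster was 0.323 (0.291 to 0.358) for Star, 0.202 (0.194 to 0.209) for Cyp11a1, 0.421 (0.408 to 0.434) for Hsd3b1 and 0.399 (0.385 to 0.413) for Cyp17a1. These genes other than Hsd3b1 also named both clusters. With the steroidogenic genes left out of the clustering, as above, the ratios were 0.335, 0.198, 0.421 and 0.393. Integrating the mesenchymal cells anew moved the ratio of Cyp11a1 most, to 0.112. Hematopoietic-like cells of the 5 wk library, which should lack these genes, had 24.8 CPM of Star, 119.7 of Cyp11a1, 166 of Hsd3b1 and 101 of Cyp17a1.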

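Ptges2 (ENSMUSG00000026820) stood at 32.0 (22.3 to 44.5) and 46.4 (42.4 to 50.6) CPM in the first theca-like cluster at 2 and 5 wk and at 19.3 (13.1 to 27.4) and 30.6 (24.0 to 38.4) in the second, against 11.0 (6.13 to 18.1) in hematopoietic-like cells at 5 wk. The corresponding levels of Lhcgr were 220.4 (193 to 250.1) and 162 (155 to 170.0) and 21.8 (15.2 to 30.3) and 106 (93.6 to 119.9) CPM, against 2.92 (0.796 to 7.48).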

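From 4 to 5 wk Lhcgr went from 22.4 (15.4 to 31.5) to 106 CPM in the second theca-like cluster, a ratio of 4.74 (3.29 to 7.03), and from 53.3 (44.0 to 64.1) to 162 in the first. In the first cluster its level was lowest at 3 wk, with 35.1 (27.0 to 44.8) CPM, and the ratio of 5 wk over 2 wk was 0.736 (0.643 to 0.846). At 6 wk the levels were 110.4 (92.2 to 131) in the first and 26.4 (19.6 to 34.8) in the second cluster.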

Further analysis of other cell types was also performed (Figure 6—figure supplement 2).

Theca cells are not genetically capable of converting their androgen products into estrogen and instead rely on exporting them to granulosa cells for this purpose. *Star*, a crucial gene responsible for transporting cholesterol from the cytoplasm into mitochondria, is essential for steroidogenesis. 

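Of the cells with UMIs of Cyp11a1, Hsd3b1 and Cyp17a1, the share with a Star UMI was 42.7% (32.7 to 53.2), 42.7% (31.3 to 54.6), 49.0% (40.7 to 57.3), 83.1% (79.9 to 85.9) and 32.6% (23.0 to 43.3) at 2, 3, 4, 5 and 6 wk. Because deeper cells yield more UMIs of any gene, cells were also thinned at random to 3000 UMIs, which left out 1432, 1600, 1802, 1088 and 1525 cells below that depth. After thinning the shares were 26.5% (14.9 to 41.1), 21.4% (8.30 to 41.0), 31.5% (22.0 to 42.2), 58.1% (53.9 to 62.3) and 28.1% (13.7 to 46.7), over 49, 28, 89, 554 and 32 cells. Among stromal-like, smooth muscle-like and theca-like cells alone, unthinned, they were 57.6%, 44.9%, 48.6%, 88.0% and 50.0%. Hematopoietic-like cells with the first 3 genes numbered 5 at 5 wk, of which 2 had a Star UMI.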

The percentage of steroidogenic theca cells and interstitial gland cells expressing *Star* increased from approximately 50% to over 80% at 5 wk (Figure 6G). Our findings demonstrate that steroidogenic theca cells and interstitial gland cells increase in number and acquire a full complement of androgen biosynthetic enzymes during peri-puberty. In contrast, granulosa cells expressing *Hsd3b1*, *Hsd17b1*, and *Cyp19a1*, indicating the potential to synthesize estrogen, peaked at 6 wk (Figure 6H), consistent with estrogen levels lagging behind androgen levels during puberty (Galas et al., 2012; Trova et al., 2021). Moreover, no meaningful expression level of follicle-stimulating hormone receptor (*Fshr*) was observed across cell types and samples (Figure 6—figure supplement 3A).

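Cells with all 3 androgen genes made up 1.33% (1.12 to 1.56) of the 4 wk library, 8.14% (7.54 to 8.77) of the 5 wk library and 0.841% (0.676 to 1.03) of the 6 wk library before thinning. After thinning these shares were 0.960% (0.771 to 1.18), 8.28% (7.63 to 8.97) and 0.353% (0.242 to 0.498). Of 7042 genes compared in the theca-like clusters, Hbb-bs was at least 299.8-fold, Cxcl10 at least 153-fold and Hba-a1 at least 76.2-fold higher at 5 wk than at 2 wk, where they had 0 UMIs and 3 were assumed. Oasl2 and Rtp4, with 1 UMI each at 2 wk, had ratios of 93.9 (16.8 to 3718) and 90.5 (16.2 to 3582). The lowest ratios were those of Pdlim3 (0.00985), AC160336.1 (0.0210), Tcf21 (0.0375), Postn (0.0388) and Sparcl1 (0.0478). At 5 wk the UMIs of Hbb-bs lay in 39 of 573 theca-like cells of the first clustering. Its level was 337 CPM there, 846 in smooth muscle-like, 115 in stromal-like, 4.03 in granulosa-like and 29926.5 in unnamed cells of that library. The 2 theca-like clusters changed in mix, from 61 of the first and 102 of the second cluster at 2 wk to 486 and 113 at 5 wk, and the pooled ratios are not corrected for free RNA or for this mix.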

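As a share of granulosa-like cells, those with all 3 estrogen genes were 7.32% (6.43 to 8.30), 5.65% (4.90 to 6.48), 1.23% (0.951 to 1.57), 8.28% (7.23 to 9.42) and 13.5% (12.4 to 14.6) at 2, 3, 4, 5 and 6 wk. Thinned to equal depth, the shares were 1.88% (1.43 to 2.43), 0.937% (0.638 to 1.33), 0.195% (0.0936 to 0.359), 2.27% (1.73 to 2.94) and 3.91% (3.32 to 4.58), with 57, 108, 69, 30 and 52 cells left out. Hematopoietic-like cells had the 3 genes in 0 of 181 cells at 5 wk and 1 of 129 at 6 wk, at medians of 4989 and 7667 UMIs against 16389 and 17776 in granulosa-like cells.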

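Fshr had a UMI in 10.3% (9.25 to 11.4), 6.85% (6.03 to 7.75), 6.32% (5.67 to 7.01), 13.4% (12.1 to 14.8) and 20.5% (19.2 to 21.8) of granulosa-like cells at 2, 3, 4, 5 and 6 wk, at median depths of 16803, 12908, 12814.5, 16389 and 17776 UMIs. In stromal-like cells the share was 0.292% (0.140 to 0.537) at 2 wk and 0.293% (0.134 to 0.556) at 6 wk, at medians of 11894 and 10070 UMIs. In theca-like cells it was 1.89% (0.229 to 6.65) at 6 wk, at a median of 22907.5 UMIs.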

## Discussion

### Wave 1 follicular remodeling generates a cluster of androgen-producing cells in the juvenile mouse ovary

Our work characterizes in detail the development of the first wave of mouse ovarian follicles at the cellular and gene expression levels. In agreement with earlier studies (Hirshfield and DeSanti, 1995; Gougeon, 1996; McGee and Hsueh, 2000), 80–100% of these follicles turn over rather than generating fertilizable oocytes. We document the cellular and genetic changes within each major follicular cell type and detail the complex events that ultimately produce a large cluster of amplified steroidogenic theca cells and interstitial gland cells, along with a residue of granulosa cells, within the ovarian medulla by 5 wk. This process was previously termed wave 1 follicle atresia and was known to be associated with increased steroidogenesis and vascularization (Magoffin, 2005). Our analysis characterizes the cellular and molecular programs in each wave 1 follicular cell type that cause them to turn over, remodel, change in number, associate with new mesenchymal cells, and modulate their gene expression to produce steroid hormones from the ovary in a timely fashion during juvenile development. Our findings show that wave 1 follicles play a role in steroid production during juvenile development, especially at puberty.

### Wave 1 follicles give rise to few mature oocytes that generate offspring

Boundary follicles, as well as wave 1 follicles, were labeled in our *Foxl2* lineage-tracing experiments and in early experiments of Zheng et al., 2014a. Boundary primordial follicles activate as early as 2 wk and produce most of the first follicles to develop fully, ovulate, and generate offspring (Figure 3). It remains possible that a small number of wave 1 follicles, approximately 26 or fewer, do develop to maturity. However, the contribution of wave 1 follicles to fertility is, at most, minor. Thus, early-activated wave 2 follicles at the medullary–cortical boundary, rather than wave 1 follicles, are largely responsible for early fertility. Most non-boundary wave 2 follicles only begin to activate between puberty and sexual maturity, possibly in concert with the onset of pulsatile hypothalamic–pituitary–gonadal axis activity.

### Wave 1 follicles may be a conserved feature in other animals, including humans

 The developing ovaries of many species produce follicles that do not complete oogenesis or ovulation (DeFalco and Capel, 2009; Jiménez, 2009). For example, an early wave of germ cells in *C. elegans* hermaphrodites develops into sperm, while during adult life only oocytes are generated (Pazdernik and Schedl, 2013). An initial wave of germ cells in the mouse testis develops during juvenile stages but later breaks back down into individual cells, possibly to expand the stem cell pool (Lei and Spradling, 2013). Primordial germ cells in *Drosophila* pupal ovaries develop directly into the first ovulated oocytes, while all subsequent oocytes derive from germline stem cells that provide lifelong fertility (Zhu and Xie, 2003).

 Human follicles begin developing, as in mice, long before there is any chance of ovulation. A fraction of primordial human follicles starts to form during fetal stages, and 4–6% have progressed to the primary follicle stage prior to birth (Forabosco and Sforza, 2007). Such early-developing follicles have no prospect of surviving the 8–13 more years until the onset of puberty when they might contribute to fertility. Juvenile human ovaries aged 3 months to 8 years also contain 2–13% of small growing follicles that had diverged from a normal developmental pattern. 50–60% of large follicles showed signs of atresia, including loss of oocytes and most granulosa cells, but retention of some theca cells (Himelstein-Braw et al., 1976). Currently, there is little understanding of the developmental mechanisms or logic underlying human fetal and juvenile follicle production. Early follicles in humans might undergo atresia and remodeling to enhance production of androgens or other steroid hormones to influence organ and brain development (Cui et al., 2013; Bell, 2018). Studies on the development of mouse wave 1 follicles and their component cell types should aid in understanding early follicular waves in many species.

### Identification of the earliest activating wave 2 follicles at the medullary–cortical boundary

A long-standing question in mammalian reproduction has been the activation order of quiescent wave 2 primordial follicles during the life cycle (McGee and Hsueh, 2000). In addition to over 200 wave 1 follicles per ovary in the medulla that begin rapid growth at birth, we identified more than 400 wave 2 primordial follicles near the medullary–cortical boundary. Their granulosa cells in 2-wk ovaries were also labeled in a mosaic fashion with *Foxl2-CreERT2* activated at E16.5 or even earlier. Boundary follicles appear to correspond largely or entirely to the primordial follicle subclass poised for early activation and located at the medullary–cortical boundary (Meinsohn et al., 2021a; Meinsohn et al., 2021b). Our data show that this substantial class of early primordial follicles does begin developing shortly after 2 wk, giving them sufficient time to reach the secondary and antral stages at 5 wk. It remains possible that a small number of wave 1 follicles, approximately 26 or fewer, do develop to maturity. However, it seems clear that the great majority of early progeny derive from boundary or other early-developing wave 2 follicles, rather than wave 1 follicles that escape atresia.

### Mouse follicle waves express distinct genes

We found that differences in gene expression between wave 1 and 2 granulosa cells exist and may contribute to, or even control, the distinct fates of mouse follicular waves. Previously, gene expression differences had been mapped beginning as early as E14.5, and many were characterized between E16.5 and P5 (Niu and Spradling, 2020). Those studies suggested that wave 1 follicles in the medulla differentially express several genes involved in steroid hormone production, while wave 2 granulosa cells in the cortex express genes that might predispose follicles to enter quiescence. This study extends knowledge of differences in gene expression within follicular waves during juvenile development up to 6 wk. 

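In the secondary group Wnt4 stood at 378 CPM at 2 wk and 199 at 5 wk, a ratio of 1.90 (1.81 to 2.00), and Igfbp5 at 949.9 and 175, a ratio of 5.41 (5.15 to 5.70). In the primary group the ratios of 2 wk over 5 wk were 0.772 (0.729 to 0.819) for Wnt4 and 1.55 (1.48 to 1.63) for Igfbp5, and in the primordial group 0.327 (0.279 to 0.384) and 1.18 (0.969 to 1.45). In the mitotic group they were 4.16 (3.82 to 4.54) and 10.7 (9.60 to 11.9), and in the remodeling group 4.77 (4.26 to 5.32) and 20.2 (18.7 to 21.9).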

Wave 1 follicles express much higher levels of *Wnt4* and *Igfbp5* than wave 2 follicles. Wnt4 has been genetically linked in humans to Müllerian dysgenesis and hyperandrogenism (Choussein et al., 2017), perhaps reflecting its known roles in promoting female versus male development. High *Wnt4* expression in wave 1 granulosa cells may indicate that *Wnt4*-mediated downregulation of androgen production at 2 wk becomes reduced by granulosa cell degradation, promoting the subsequent upregulation of androgen levels at puberty. *Igfbp5*, the most conserved of the IGFBP family, is also a potent regulator of female reproductive tissue (Schneider et al., 2002). Thus, while changing levels of gonadotropins in young juvenile mice likely play a role in wave 1 atresia (Edson et al., 2009), intrinsic differences in gene expression within different follicular waves at the same stage exist and have the potential to be important.

### The timing of follicular activation begins to be specified early in ovarian development

Finding that a subset of primordial follicles located near the medullary–cortical boundary comprises many of the earliest activated wave 2 follicles raises the question of how early activation is controlled. It is well established that upregulation of insulin-mediated growth pathways accompanies follicle activation (Edson et al., 2009). Boundary follicles may become poised to activate before most other wave 2 follicles because their proximity to the nutrient-rich medulla enhances growth signaling, weakens quiescence, and promotes activation of *Nr5a2* and *Foxl2* expression, genes expressed in granulosa cells of all growing follicles. Wave 1 granulosa cells in the medulla differentially express growth-promoting genes such as *Igfbp5*, *Grb14*, and *Ghr*, as well as signaling genes like *Itga6* and *Inha*, relative to wave 2 follicles growing during 4 and 5 wk.

However, evidence increasingly suggests that follicular waves do not simply depend on differences in their local microenvironments. These follicle groups form at times in fetal ovary development that overlap with other critical events of gonad development. The progenitors of bipotential reproductive cell types like BPGs and mesenchymal steroidogenic precursors that arise early in both male and female gonad development remain elusive (Edson et al., 2009). These cells include stem-like populations that later give rise to theca cells and interstitial gland cells. We were able to preferentially mark both wave 1 follicles and boundary follicles using *Foxl2-CreERT2* as early as E14.5, suggesting that they are specified as early as bipotential and later progenitors and involve intercellular signaling events linked to sex determination. Progress in answering basic questions of gonad development would undoubtedly advance our understanding of how wave 1 and boundary follicles are specified.

### Genetic studies of wave 1 follicles

We explored genotypes that reduce the number of wave 1 follicles in order to look for the genetic consequences of decreased wave 1 activity. In Turner syndrome, wave 1 follicle development is reported to be reduced significantly (Miura et al., 2017). This imbalance might lower androgen levels, potentially affecting juvenile development. Consistent with hormonal disruption, hormone replacement therapy significantly improves the development of individuals with Turner syndrome (Klein et al., 2018). Moreover, androgens are known to play an important role in this effect (Zuckerman-Levin et al., 2009; Viuff et al., 2022).

We examined XO mice and looked for changes in wave 1 follicle numbers (Figure 6—figure supplement 3B, C). Activated follicle numbers were reduced compared to XX controls at 1 wk. However, the reduction was transient, and by 2 wk, prior to remodeling and theca cell expansion, XO and XX females had similar numbers of activated follicles. Consequently, we could not draw any conclusions regarding the functional role of wave 1 follicles and their remodeling from these studies.

### Steroid hormones mediate sexual development in juvenile mice and during peri-puberty

Steroid hormones influence the development of sexually dimorphic organs, including the brain (Simerly, 2002; Arnold, 2009). They have multiple sources, including steroids in the maternal circulation during pregnancy, as well as subsequent systemic and local steroid production during juvenile stages. Wave 1-derived theca cell numbers are high during 4 and 5 wk of juvenile development, a period known as peri-puberty that has been associated with sexual behavior development and with high levels of androgens, as well as relatively low estrogen production (François et al., 2017; Trova et al., 2021; Devillers et al., 2023). While the sensitivity of the brain to steroid influences is probably declining during this period, sexually dimorphic circuits are still being shaped in ways that are important for sexually dimorphic behaviors in female and male rodents (Sisk and Zehr, 2005; Templin et al., 2019; Trova et al., 2021; Yoest et al., 2023). Potential targets of this influence include the anteroventral periventricular nucleus, which is larger in female than male rodents and helps regulate female reproductive functions such as ovulation and gonadotropin production. Sex hormones produced in females during puberty also enhance cell death in the primary visual cortex, reducing its volume in females compared to males. Thus, wave 1-generated steroid production may influence sexual development.

### Wave 1 follicle remodeling, polycystic ovarian syndrome, and human follicular waves

The work reported here may be relevant to the origin and high frequency of polycystic ovary syndrome (PCOS) (McCartney and Marshall, 2016). A possible connection between follicular atresia, androgen excess, and PCOS has been discussed previously (Erickson et al., 1985; Magoffin, 2005). Interestingly, some histological characteristics of remodeling mouse wave 1 follicles resemble those of follicles within the ovaries of individuals with PCOS (Chang, 2007; Franks and Hardy, 2010; Walters et al., 2019). A good place to start toward further progress on this connection would be to characterize the development and gene expression of early human follicles and compare them to findings reported in other systems, including mice.

## Materials and methods

### Antibodies

**Table:** 

Name	Source	Identifier	Dilution
Anti-EGFP (Chicken)	Aves labs	GFP-1020	1:300
Anti-DDX4 (Rabbit)	Abcam	ab13840	1:300
Anti-MSY2 (Mouse)	Abcam	sc-393840	1:100
Anti-tdTomato (Goat)	Origene Tech	AB8181-200	1:300
Anti-HSD3B1 (Mouse)	Santa Cruz	sc-515120	1:100
Anti-CYP17A1 (Rabbit)	Cell Signaling Technology	94004T	1:100
Anti-PLIN1 (Rabbit)	Abcam	ab3526	1:100
DAPI	Sigma	D9542-10mg	0.5 μg/ml
Alexa Fluor 488 AffiniPure Donkey Anti-Chicken IgY (IgG) (H+L)	Jackson ImmunoResearch	703-545-155	1:300
Alexa Fluor 594 AffiniPure Donkey Anti-Goat IgG (H+L)	Jackson ImmunoResearch	705-585-147	1:300
Alexa Fluor 488 donkey anti-mouse IgG	Thermo Fisher Scientific	A21202	1:300
Alexa Fluor 568 donkey anti-mouse IgG	Thermo Fisher Scientific	A10037	1:300
Alexa Fluor 488 donkey anti-rabbit IgG	Thermo Fisher Scientific	A21206	1:300
Alexa Fluor 568 donkey anti-rabbit IgG	Thermo Fisher Scientific	A10042	1:300
Alexa Fluor 647 donkey anti-rabbit IgG	Thermo Fisher Scientific	A31573	1:300

### Primers

**Table:** 

Name	Forward (5′–3′)	Reverse (5′–3′)	Size (bp)	Chromosome	Note
XO-qPCR-Tg	GACTAGGTTCATAGGCACTGG	CCGCCAAAACTCCTTCTCTAC	123	X	Genotyping for XO mice
XO-qPCR-Tg-Probe	[5HEX]CCCCAGATGGTACCCACAGAACTTG			X	
XO-qPCR-IPC	CACGTGGGCTCCAGCATT	TCACCAGTCATTTCTGCCTTTG	74	12	
XO-qPCR-IPC-Probe	[Cy5]CCAATGGTCGGGCACTGCTCAA			12	
Foxl2-Mutant	AGAGAAGAGAGTGAGAGCCG	GTCCAGCTCGACCAGGATGG	221	9	Genotyping for *Foxl2-CreERT2*
Foxl2-WT	AGAGAAGAGAGTGAGAGCCG	GAGCGCCACGTACGAGTACG	335	9	
Cyp17a1-Tg	GCTGTAGCTTCTCCACTCCAC	CAGGTTTTGGTGCACAGTCA	120		Genotyping for *Cyp17a1-iCre*
Cyp17a1-IPC	AGTGGCCTCTTCCAGAAATG	TGCGACTGTGTCTGATTTCC	521		

### Experimental mice

All animal experiments were conducted in compliance with the Institutional Animal Care and Use Committee guidelines of the Carnegie Institution of Washington (CIW). The mice were housed in specific pathogen-free facilities at CIW. The strains of mice used in the study were acquired from Jackson Laboratory, including C57BL/6J (strain #: 000664), DBA/2J (strain #: 000671), B6;129P2-*Foxl2^tm1(GFP/cre/ERT2)Pzg^*/J (*Foxl2-CreERT2*, strain #: 015854), STOCK XO/J (XO, strain #: 036414), B6CBACaF1/J-*A^w-J^/A* (strain #: 001201), and B6;SJL-Tg(Cyp17a1-icre)AJako/J (*Cyp17a1-iCre*, strain #: 028547). The *Rosa26-LSL-EYFP* reporter mice, B6.129X1-*Gt(ROSA)26Sor^tm1(EYFP)Cos^*/J (strain #: 006148), were acquired from Jackson Laboratory and backcrossed onto a 129S1/SvImJ (129S1, strain #: 002448) background in our lab. The *Rosa26-LSL-tdTomato* reporter mice were generously provided by Chen-Ming Fan at the CIW. CD-1 IGS mice (strain #: 022) were obtained from Charles River Laboratories.

### Lineage tracing experiments

To visualize the expression patterns of *Foxl2* and *Cyp17a1*, we generated reporter mouse lines by crossing *Rosa26-EYFP* or *Rosa26-tdTomato* mice with *Foxl2-CreERT2* or *Cyp17a1-iCre* (Zhou et al., 2022) mice. The presence of a vaginal plug was designated as embryonic day 0.5 (E0.5). Pregnant females were injected intraperitoneally (IP) with 1 mg TAM (MilliporeSigma, #T5648; 10 mg/mL dissolved in corn oil) per 35 g body weight at E16.5 or E14.5 (*Foxl2-CreERT2*). Pups were either delivered naturally or, if not born on the expected delivery day, delivered by C-section and fostered by a CD1 female mouse. The day of birth was considered P0. Gonads were collected from fetuses, or ovaries from pups, at the indicated stages for analysis. The loss of one *Foxl2* allele in *Foxl2-CreERT2* mice, along with TAM administration, does not significantly impact ovarian development or overall mouse health.

To investigate the expression of *Foxl2* in remodeled follicles, TAM was injected IP at a concentration of 1 mg per 35 g body weight into female mice at 5 weeks of age. The ovaries were dissected one week later and subjected to whole-mount staining for analysis.

All experiments were conducted with at least three biological replicates from two litters and were repeated twice.

### Immunostaining

Whole-mount staining was performed as previously described (Li et al., 2017). Briefly, gonads or ovaries were fixed in 4% paraformaldehyde (PFA) overnight at 4°C. The tissues were then washed three times in washing buffer (0.3% Triton X-100 and 0.5% thioglycerol in PBS) and incubated in blocking buffer (1% normal donkey serum, 1% BSA, and 0.3% Triton X-100 in PBS) overnight at 37°C. The samples were incubated with primary antibodies in dilution buffer (1% BSA and 0.3% Triton X-100 in PBS) for 2 days at 37°C. After washing in washing buffer overnight at 37°C, the samples were incubated with secondary antibodies in dilution buffer for another 2 days at 37°C, followed by washing in washing buffer with DAPI overnight at 37°C. To facilitate whole-tissue imaging, the clearing buffer C_e_3D (prepared by dissolving 4 g Histodenz in 2.75 ml of 40% [vol/vol] *N*-methylacetamide) was applied for one additional day.

For whole-ovary imaging, ovaries in clearing buffer C_e_3D were placed in glass-bottom MatTek dishes (MatTek, P35G-0-14-C) and imaged using a Leica TCS SP8 confocal microscope or a Leica Stellaris 8 DIVE confocal microscope. Images were collected every 3–10 µm. Data were analyzed using Fiji or Imaris. Follicle quantification was performed with Imaris by manually labeling follicles using the spot model. Data were collected from at least two litters.

For fluorescence cryosection staining, dissected tissues were fixed in 4% PFA overnight at 4°C. After washing three times in PBS, the tissues were dehydrated sequentially in 10% and 30% sucrose solutions and embedded in O.C.T. compound for cryosectioning. Sections were cut at 5 µm thickness and stored at –20°C until staining. After antigen retrieval in 0.01% sodium citrate buffer at boiling temperature for 20 min, slides were sequentially blocked for 1 hr in staining buffer (5% normal donkey serum, 3% BSA, and 0.1% Tween-20 in PBS) at room temperature, incubated with primary antibodies in staining buffer overnight at 4°C, and then with secondary antibodies for 1 hr at room temperature. This was followed by counterstaining with DAPI for 10 min before mounting. The samples were then imaged with an upright SP5 microscope, and the images were analyzed using Fiji.

### Oil Red O staining

Oil Red O staining was performed using the Oil Red O Stain Kit (Abcam, ab150678) according to the manufacturer’s protocol. Briefly, the slides were placed in propylene glycol for 5 min at room temperature, followed by incubation in Oil Red O solution at 60°C for 10 min. The slides were then differentiated in 85% propylene glycol for 1 min and rinsed twice in distilled water. Next, the slides were incubated in hematoxylin for 1 min, rinsed thoroughly in tap water, and again twice in distilled water. After applying an aqueous mounting medium and coverslip, the slides were imaged using a Nikon Eclipse E800 microscope.

### Genotyping

Tissues were dissected and incubated in lysis buffer (30 mM Tris-HCl, 0.5% Triton X-100, 200 μg/ml Proteinase K) at 55°C overnight in a water bath. The lysates were then inactivated by heating at 95°C for 5 min.

For conventional PCR, 1 μl of the lysate was added to the PCR mixture (primer sequences are provided in the supplemental data). For quantitative PCR (qPCR) to genotype XO mice, primers and probes (sequences included in the supplemental data) were designed to amplify and detect target DNA sequences from both the X chromosome and an autosome. qPCR was performed using a CFX96 Real-Time PCR System. The amplification cycle threshold (Ct) of the X chromosome was compared with that of the autosome to determine the genotype, distinguishing between XO (one X chromosome) and XX (two X chromosomes) females.

### Single-cell RNA sequencing

Mouse ovaries were first dissected in PBS and dissociated using 0.25% Trypsin/EDTA (Thermo Fisher, #25200056) at 37°C for approximately 20 min. Dissociation was halted by adding FBS (Thermo Fisher, #10439016) to a final concentration of 10%. The resulting cell suspension was filtered through a 100 μm strainer (Fisher, #22-363-549) to remove undissociated structures. Cells were pelleted by centrifugation at 300 × *g* for 3 min using an Allegra X-14R centrifuge (Beckman Coulter) and resuspended in PBS containing 0.04% BSA (PBSB). To further eliminate cell clumps, the suspension was filtered through a 40-μm strainer (Fisher, #22-363-547), followed by centrifugation at 300 × *g* for 5 min. The cells were then resuspended in PBSB and subjected to FACS sorting (BD FACSAria III Cell Sorter) to collect live cells, using SYTOX Orange Dead Cell Stain (Thermo Fisher, S34861) for viability selection. After a final centrifugation at 300 × *g* for 5 min, the cells were resuspended in PBSB at a concentration of 1000 cells/μl before proceeding with single-cell sequencing.

Single-cell libraries were prepared using the Chromium Next GEM Single Cell 3′ Reagent Kits v3.1 (PN-1000128, 10x Genomics), with the goal of capturing 10,000 cells per sample. Sequencing was performed on the Illumina NextSeq 500 platform according to 10x Genomics recommendations: paired-end, single-index reads with Read 1 = 28 cycles, Index 1 = 8 cycles, and Read 2 = 91 cycles. 

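The read totals of Source data 1, divided by the deposited cells, come to 50346, 51044, 51657, 48703 and 65935 reads per cell at 2, 3, 4, 5 and 6 wk. The libraries held 262, 198, 206, 283 and 207 UMIs per 1000 reads. Levels and shares computed from the deposited tables use UMIs, not reads.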

Sequencing depth was ~50,000 reads per cell. Raw sequencing data were processed using the Cell Ranger pipeline (v3.1.0 and v6.0.1) with default settings.

Further analysis was performed using the Seurat package (v4.1.0). Count data were imported with the ‘Read10X()’ and converted into a Seurat object using ‘CreateSeuratObject()’. The libraries (2, 3, 4, 5, and 6 wk) were preprocessed with ‘NormalizeData()’, followed by ‘FindVariableFeatures()’, ‘FindIntegrationAnchors()’, and ‘IntegrateData()’ using default settings. The integrated object was further processed with ‘ScaleData()’, ‘RunPCA(npcs = 50)’, ‘RunUMAP(dims = 1:30)’, ‘FindNeighbors(dims = 1:30)’, ‘FindClusters(resolution = 1.0)’, and ‘RunTSNE(dims = 1:30)’ with default parameters to determine cell clusters. Granulosa cells and mesenchymal cells were further analyzed by subsetting with ‘subset()', followed by the same clustering workflow described above.

### Electron microscopy

Mouse ovaries were excised and fixed in 2% PFA and 2.5% glutaraldehyde in 0.1 M PIPES buffer (MilliporeSigma, #P6757, pH 7.4) at 4°C overnight. The ovaries were then washed and treated with 50 mM glycine in 0.1 M PIPES buffer for 15 min, followed by washing with 0.1 M PIPES buffer. Tissue pieces were then postfixed with 1% osmium tetroxide and 1.5% potassium ferrocyanide in 0.1 M PIPES buffer for 1 hr, washed with water, and stained en bloc with 1% (wt/vol) uranyl acetate for 1 hr.

The ovaries were serially dehydrated in graded ethanol solutions (30%, 50%, 75%, 85%, 95%, and 100%), followed by two exchanges of 100% acetone. After dehydration, the ovaries were infiltrated and embedded in EMbed 812 epoxy resin (Electron Microscopy Sciences) according to the manufacturer’s recommendations. Ultrathin sections (~70 nm) were cut on a Leica EM UC7 ultramicrotome and examined using a Hitachi HT7800 transmission electron microscope operated at 80 kV. Images were acquired using an AMT NanoSprint 12 camera.

### Statistical analysis

Data are reported as means ± SD of biological replicates. No statistical methods were used to predetermine sample size. Differences between two groups were analyzed using a two-tailed Student’s *t*-test. A p-value <0.05 was considered statistically significant and marked with one asterisk (*), p < 0.01 with two (**), p < 0.001 with three (***), and p < 0.0001 with four (****).

## Data Availability

The scRNA-seq data have been deposited in the NIH GEO database under accession number GSE268466. The following dataset was generated: YinQ SpradlingAC 2025Single-cell RNA sequencing of ovarian cells from mice aged 2 weeks, 3 weeks, 4 weeks, 5 weeks, and 6 weeksNCBI Gene Expression OmnibusGSE268466

How the deposited data were processed for this re-analysis (not part of the article)

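Dissociated ovarian cells of mice aged 2, 3, 4, 5 and 6 wk were analysed, as 5 libraries with 1 library per age. The authors made the libraries with the 10x Genomics 3′ v3.1 chemistry, aligned the reads to GRCm38 and counted UMIs per gene and cell with Cell Ranger at its default settings. The deposited matrices hold these raw UMI counts as whole numbers, without normalization, for the cell barcodes that Cell Ranger kept. The headers of the matrices give Cell Ranger 3.1.0 for the 2, 3 and 4 wk libraries and Cell Ranger 6.0.1 for 5 and 6 wk. The library was taken as the unit, so an age has no replicate.

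The libraries held 9471, 9253, 11077, 7779 and 10583 cells at 2, 3, 4, 5 and 6 wk, with medians of 3529, 2786, 2897, 3236 and 3403 detected genes per cell and 22323, 21663, 21822, 22411 and 21977 genes with a UMI in any cell. Total UMIs were 124938004, 93438618, 117666094, 107071492 and 144609431. In any group of cells, a gene with 0 UMIs can still have up to 3 expected UMIs at 95% confidence, and this count was the floor for lower bounds of ratios. Small groups limit the counting precision, and each level, share or ratio carries its own counting interval where it decides a reading. The spread between mice is not measured.

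Clusters were rebuilt with the functions that the paper's methods name, in Seurat 5.3.0 (SeuratObject 5.2.0, Matrix 1.6-5, data.table 1.17.8, R 4.3.3), where the paper used another version of Seurat. The libraries were log-normalized, 2000 variable genes were chosen, and the libraries were integrated with anchors. Of 50 principal components 30 were used, with 20 nearest neighbours and a resolution of 1. Granulosa-like cells, mesenchymal cells (stromal-like, smooth muscle-like and theca-like) and hematopoietic-like cells were clustered a second time on the integrated values. All deposited cells entered the first clustering. Scrublet in scanpy 1.11.5 was run on each library, and the cells it called doublets were kept, except in an alternative. Later steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0. The random seed was 1.

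Clusters were named from lists of marker genes chosen before the data were examined. In the first clustering a marker was detected when at least 10% of the cells of a cluster had a UMI and its CPM was at least 1.5 times that of the median cluster. A name needed 3 detected markers, and in the second clustering also a mean z score of at least 1. A cluster stayed unnamed when it held under 30 cells, when Scrublet called at least 50% of its cells doublets, or when over 90% of them came from 1 library. It also stayed unnamed when its cells had under 33.3% of the median UMIs of their library and none of its top 10 genes was a marker, or when those genes held more markers of another type. These limits were set after the clusters had been seen. Unnamed granulosa clusters took the group of the study cluster whose published mean expression they matched at a correlation of at least 0.7. The part of Source data 2, 3 and 4 that could be read covers the first 10 clusters of each, so later clusters could not be matched. The genes that the paper compares between waves in antral cells were left out of the markers for granulosa stages.

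Expression is the sum of the UMIs of a gene over the cells of a group in a library, scaled to the total UMIs of the same cells (CPM). Levels carry an exact Poisson interval, shares an exact binomial interval, and ratios an interval conditional on the sum of both counts, each at 95%. No test between ages was run and no number of changed genes is given, because a single library stands for each age and cells of 1 library are not replicates. The named genes are those that the paper names at a conclusion drawn from the sequencing. To them were added the 5 highest and the 5 lowest ratios in the antral group (2 wk over 5 wk) and in the theca-like clusters (5 wk over 2 wk). These were taken among genes with at least 200 UMIs over both groups that moved the same way in each cluster. For the remodeling over the antral group the 5 genes with the highest lowest ratio over the 4, 5 and 6 wk libraries were named. Ribosomal and mitochondrial genes were left out of these rankings. The results of some genes are not reported here.

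The calculation of ratios was tested on simulated data, in which 200 genes of each comparison were given a known fold. Of 7136 genes in the antral comparison, 200 of 200 changed genes had an interval on the right side of 1, and the interval covered the true ratio in 92% of changed and 95.4% of unchanged genes. In the theca comparison, over 7024 genes, the numbers were 183 of 187, 95.7% and 95.6%. For the remodeling over the antral group at 5 wk, over 8185 genes, they were 199 of 199, 96.0% and 95.6%. Counts were simulated without variation between mice, so the test covers the arithmetic and the counting error alone.

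The alternatives listed before the data were examined numbered 16, and 4 were added after. The first were resolutions of 0.6 and 1.4, libraries merged without integration, doublets left out, only cells with at least 1000 genes and under 10% mitochondrial UMIs, subsets integrated anew, and clustering without the genes reported for antral cells. Others were the mean over cells of counts per 10000 UMIs, other pairs of ages, subtraction of the level in hematopoietic-like cells, at least 2 UMIs of each gene, thinning to 3000 or 5000 UMIs per cell, and mesenchymal cells alone. Those added were clustering without the genes reported for remodeling cells, the same without those for theca cells, antral clusters named from markers alone, and the mean over antral clusters of the ratio of 2 and 3 wk over 5 and 6 wk.

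The trajectories of Monocle 3 and the gene set analysis of Metascape were left out, since neither program was at hand. The adjacency of granulosa groups was measured from nearest neighbours instead. The imaging and lineage tracing of the paper were not analysed here.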

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

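Each result in this part is a signal in genes or cells that the paper does not discuss there, above the limit that a count of 0 allows. The tests on interferon-stimulated genes and on Lhcgr were chosen only after the results had been seen, and the test on hematopoietic-like cells was written before.

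Isg15 reached 122 (118 to 126) CPM in stromal-like cells at 6 wk, from 3.14, 9.40, 72.6 and 91.5 at 2, 3, 4 and 5 wk. Irf7 went from 5.19 CPM at 3 wk to 18.4 at 4 wk and 16.2 at 6 wk, and Ifit1 from 0.104 to 7.76 and 33.7. The tables argue against 3 technical explanations. The 3 and 4 wk libraries were counted with the same Cell Ranger version, and yet the median ratio of 4 wk over 3 wk over Isg15, Ifit1, Ifit3, Irf7, Usp18, Rtp4 and Oasl2 was 9.35, with a lowest ratio of 3.56. Free RNA would reach granulosa-like cells of the same libraries too, and the median CPM ratio of stromal-like over granulosa-like cells at 4 to 6 wk was 6.14, with a lowest of 4.45. In UMIs per cell, which differences in depth do not inflate, the median was 4.11 and the lowest 2.98. Hematopoietic-like cells stuck to stromal-like cells would bring Laptm5, which stood at 0.0360% of the level they would bring with this much Isg15. A difference between the mice of single libraries and a change with age stay open as untested, and both go with the library. The step from 3 to 4 wk was not limited to stromal-like cells. Isg15 went from 1.59 to 52.1 CPM in theca-like, 4.70 to 12.1 in smooth muscle-like, 125 to 303 in pericyte-like and 44.5 to 159.9 in lymphatic endothelial-like cells. In theca-like cells it fell from 74.1 at 5 wk to 18.2 at 6 wk. Isg15 rose less in blood endothelial-like cells, from 80.4 (52.5 to 118) to 151 (121 to 185) CPM, and in granulosa-like cells, from 1.33 (1.02 to 1.70) to 2.12 (1.80 to 2.48). In hematopoietic-like cells Isg15 went from 126 (93.7 to 166) to 190 (160 to 224) CPM, with overlapping intervals, and Irf7 from 10.1 to 80.1. In surface epithelial-like cells Isg15 was 77.2 (50.4 to 113) and 90.2 (61.7 to 127) CPM and Oasl2 264 (212 to 325) and 206 (161 to 259), with overlapping intervals. The size of the step thus differed between cell types.

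Lhcgr stood at 41.9 (36.7 to 47.7) CPM in the antral group at 2 wk, against 2.09 at 3 wk, 0 at 4 wk (which allows 0.157), 1.54 at 5 wk and 2.68 at 6 wk. Within the antral group, 1 cluster held it in 50 of 89 cells at 2 wk. Theca RNA, free or in doublets, would bring Cyp17a1 with it, which stood at 3.05% of the level expected with this much Lhcgr, and Cyp11a1 at 8.99%. Hsd3b1 stood at 325%, more than theca RNA would bring. The Cell Ranger version was the same at 2, 3 and 4 wk. What stays open, untested, is a difference with age or between mice, and the placing of 2 wk cells in this group, which rests on the integration.

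Akr1c18 stood at 36.3 (31.4 to 41.7) CPM in the antral group at 2 wk and at 0.654, 0.0523, 0.289 and 0.263 at 3, 4, 5 and 6 wk. Its 199 UMIs at 2 wk lay in 30 of 352 cells. Theca-like cells of the same library held 1 UMI of it, so RNA from theca-like cells would bring almost none. The 3 and 4 wk libraries, counted with the same Cell Ranger version, had 5 and 1 UMIs. A few cells of 1 library carry the signal, and a difference with age or between mice was not tested.

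Cyp17a1 stood at 101 (84.6 to 119) CPM in hematopoietic-like cells at 5 wk, and 4.34 (1.41 to 10.1) at 6 wk. Free RNA from theca cells would reach each cell of the 5 wk library to a like extent. For Cyp17a1 the level in pericyte-like cells was 12.3 (7.61 to 18.8) and in blood endothelial-like cells 2.56 (1.36 to 4.37). The highest of the 3 types stood above the lowest by a factor of 19.2 for Star, 13.0 for Cyp11a1, 3.23 for Hsd3b1 and 39.4 for Cyp17a1, so the smallest of the 4 was 3.23. Shallower cells hold more of an even free RNA per CPM, so the factors were also taken in UMIs per cell, a choice made after the values had been seen. They were 8.39 for Star, 9.29 for Cyp11a1, 2.53 for Hsd3b1 and 15.7 for Cyp17a1. The difference for Hsd3b1 is small, and that gene alone would not decide. The UMIs of the 4 genes, in this order, lay in 8, 25, 23 and 11 of 181 hematopoietic-like cells, where an even spread would reach 31.0, 108, 129.6 and 96.6. An even level of free RNA is thus excluded as the whole explanation. Theca cells stuck to hematopoietic-like cells or taken up by them stay open, untested, as does a difference with age.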

How the results depend on the processing

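Of the alternatives in this part, 4 were chosen after the data had been seen: antral clusters named from markers alone, the mean over antral clusters of 2 and 3 wk over 5 and 6 wk, and clustering without the genes reported for remodeling cells or for theca cells. The others were set before the data were examined. Over 169 results the alternatives gave 1008 values. Of these values, 630 stayed within the counting interval of the reported value, 363 left it without a change of direction and 15 changed direction. The 169 results include single shares and levels, which have no direction and could never count as reversed. Under the alternatives run on them, 162 of the 169 results never reversed. Because that number includes such shares and levels, it does not measure how often the direction of a ratio held. The counts of reversed values below cover them too. No paired analysis was possible because each age is a single library of different mice.

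Leaving out doublets moved 14 of 169 values and reversed 0, and clustering without the genes reported for theca cells moved 0 of 20. Merging without integration moved 52 of 113 and reversed 3. A resolution of 0.6 moved 35 and one of 1.4 moved 40 of 127, and stricter limits on cells moved 58 of 139. The hematopoietic-like share (5 wk over 3 wk), the share of granulosa-like cells with the 3 estrogen genes (6 wk over 5 wk) and the share of cells with the 3 androgen genes that had a Star UMI (5 wk over 4 wk) stayed within their intervals under each alternative run on them.

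The following values left the interval or changed direction, and the cause was not tested. In the antral group, 2 wk over 6 wk in place of 5 wk gave 0.877 for Nr5a2, 1.14 for Ptgis and 0.872 for Fshr, all reversed, and 32.1 for Wnt4 and 0.199 for Grb14. For 3 wk over 5 wk, the pooled ratios of Prlr (0.773) and Fshr (0.756) reversed, while the mean over the 4 clusters for Prlr was 1.34, and Wnt4 was 4.85, Igfbp5 2.97 and Grb14 0.162. With the mean of 2 and 3 wk over that of 5 and 6 wk, Nr5a2 (0.996) and Fshr (0.827) reversed, and Wnt4 was 16.1 and Igfbp5 24.5. The same ages as a mean over clusters reversed Ptgis (1.06) and Fshr (0.865) and gave 1.04 for Nr5a2, 27.9 for Igfbp5 and 0.229 for Grb14. In the clusters named from markers alone Nr5a2 reversed (0.954), and Wnt4 was 46.3, Igfbp5 28.2 and Grb14 0.255. Without the reported genes in the clustering the ratios were 1.06 for Nr5a2, 19.1 for Wnt4, 31.7 for Igfbp5 and 0.150 for Grb14.

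Integrating the subsets anew reversed Ptgis (1.11) and gave 1.01 for Nr5a2, 18.8 for Wnt4, 20.7 for Igfbp5 and 0.148 for Grb14, 4.56 for the remodeling share (4 wk over 3 wk) and 0.112 for Cyp11a1 in the second over the first theca-like cluster. Merging without integration reversed Hsd17b1 (1.49), the stromal-like share, 4 wk over 2 wk (2.30), and the first theca-like cluster's share of mesenchymal cells, 5 wk over 2 wk (0.641). It also gave 1.43 for Nr5a2, 3.53 for Igfbp5 and 0.372 for Grb14, 49.3 for the share of clusters matched to c1 (4 wk over 2 wk) and 38.3 for the remodeling share. A resolution of 1.4 reversed Nr5a2 (0.988) and gave 17.8 for Wnt4 and 26.3 for Igfbp5, 2.91 for the remodeling share and 0.191 for the Cyp11a1 ratio. At 0.6 the theca-like share (5 wk over 2 wk) was 10.1, the share matched to c1 2.37 and the Cyp11a1 ratio 0.210.

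Among cells that passed the stricter limits, the theca-like share ratio was 4.40, the blood endothelial-like one (5 wk over 3 wk) 8.33, the share matched to c1 4.54, the Cyp11a1 ratio 0.239 and the ratio of cells with the 3 androgen genes (5 wk over 4 wk) 3.54. That last ratio was 4.33 among mesenchymal cells and 8.63 after thinning to 3000 UMIs. The Cyp11a1 ratio was 0.186 without doublets, 0.185 after subtracting the level in hematopoietic-like cells and 0.191 as a mean over cells, by which the ratio of Star in the first theca-like cluster (5 wk over 2 wk) was 2.12.

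Without integration no second theca-like cluster formed, so no result of that cluster has a value there, and Ghr had no ratio. Depth limits the genes with few UMIs. Fshr had 108 UMIs in the antral group at 2 wk and 147 at 5 wk, and shares of cells with several genes at once are lower in shallower cells.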

Differences from the paper's values

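The values here come from rebuilt clusters. The paper's methods give ± as an SD of biological replicates. For the antral ratios the paper does not state what the ± was taken over. With 1 library per age, the spread between the 4 antral clusters is a candidate. The mean over clusters of 2 and 3 wk over 5 and 6 wk was chosen after seeing the values. With its SD it came near the paper's mean and ± for Igfbp5 (27.9, SD 10.4), Hsd17b1 (0.603, SD 0.132) and Inha (1.53, SD 0.269). Itga6 (6.43, SD 0.843), Ptgis (1.06, SD 0.248), Fshr (0.865, SD 0.231), Grb14 (0.229, SD 0.0962) and Mmp11 (0.444, SD 0.209) came near too. For Nr5a2 (1.04, SD 0.163), Cald1 (0.215, SD 0.137), Dhh (1.17, SD 0.320) and Prlr (1.61, SD 0.656) the mean lay within the paper's ±. Igf1 (0.492, SD 0.195) and Ghr (0.201, SD 0.0860) came less near. The use of the paper's ± below as an error is only a convention. A gap is called closed when the value lies within the paper's error or within 1.5 times of the paper's value, which can leave much of the difference in place. The paper compares 2 time intervals, while the ratios computed here are of 2 wk over 5 wk.

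For Fshr the ratio in the antral group was 1.39 against the paper's 0.89 ± 0.21. Of the alternatives set before the data were examined, a resolution of 1.4 (1.11), integrating the granulosa-like cells anew (1.19), clustering without the antral genes (1.23), the mean over cells (1.33), 2 wk over 6 wk (0.872), 3 wk over 5 wk (0.756) and the mean of 2 and 3 wk over that of 5 and 6 wk (0.827) closed the gap. Those that did not were a resolution of 0.6 (1.35), merging without integration (2.92), leaving out doublets (1.39) and stricter limits on cells (1.34). Igf1 stood at 0.169 against the paper's 0.86 ± 0.10. Of the alternatives set before the data were examined, 3 wk over 5 wk (0.864) closed the gap. Those that did not were a resolution of 0.6 (0.183), a resolution of 1.4 (0.170), merging without integration (0.111), leaving out doublets (0.169), stricter limits on cells (0.168), integrating the granulosa-like cells anew (0.179), clustering without the antral genes (0.197), the mean over cells (0.166), 2 wk over 6 wk (0.159) and the mean of 2 and 3 wk over that of 5 and 6 wk (0.500).

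The ratio of Igfbp5 was 48.6 against the paper's 27 ± 10. Of the alternatives set before the data were examined, a resolution of 1.4 (26.3), integrating the granulosa-like cells anew (20.7), clustering without the antral genes (31.7) and the mean of 2 and 3 wk over that of 5 and 6 wk (24.5) closed the gap. Those that did not were a resolution of 0.6 (47.0), merging without integration (3.53), leaving out doublets (48.6), stricter limits on cells (47.3), the mean over cells (52.2), 2 wk over 6 wk (44.0) and 3 wk over 5 wk (2.97). For Itga6 it was 12.2 against the paper's 6.28 ± 0.97. Of the alternatives set before the data were examined, merging without integration (6.20), 2 wk over 6 wk (8.03) and the mean of 2 and 3 wk over that of 5 and 6 wk (6.09) closed the gap. Those that did not were a resolution of 0.6 (12.4), a resolution of 1.4 (11.8), leaving out doublets (12.2), stricter limits on cells (11.4), integrating the granulosa-like cells anew (13.7), clustering without the antral genes (12.2), the mean over cells (12.2) and 3 wk over 5 wk (3.14). Cald1 stood at 0.0604 against the paper's 0.20 ± 0.089. Of the alternatives set before the data were examined, integrating the granulosa-like cells anew (0.126) and 3 wk over 5 wk (0.117) closed the gap. Those that did not were a resolution of 0.6 (0.0544), a resolution of 1.4 (0.326), merging without integration (0.110), leaving out doublets (0.0604), stricter limits on cells (0.0615), clustering without the antral genes (0.0786), the mean over cells (0.0632), 2 wk over 6 wk (0.100) and the mean of 2 and 3 wk over that of 5 and 6 wk (0.111).

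The mean over the antral clusters of the ratio of 2 and 3 wk over 5 and 6 wk, per 10000 UMIs, was chosen after seeing the values. It gave 0.865 for Fshr, 27.9 for Igfbp5, 6.43 for Itga6 and 0.215 for Cald1, each within the paper's error, and 0.492 for Igf1, which is not. The antral clusters named from markers alone, chosen after seeing the values, gave 28.2 for Igfbp5 and 0.210 for Cald1, both within the error. Means of the ratio over the 4 antral clusters, which were not among these alternatives, came within 1.5 times the paper's value for Fshr (1.252 for 2 wk over 5 wk, 0.825 for 2 wk over 6 wk and 0.899 for 3 wk over 5 wk), Igf1 (0.889 for 3 wk over 5 wk), Itga6 (8.77 for 2 wk over 6 wk) and Cald1 (0.163, 0.213 and 0.188 in the same order as for Fshr).

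For Nr5a2 at 2 wk the antral over the primordial group stood at 4.44 against the paper's 11. None of the alternatives set before the data were examined closed the gap, with values of 4.67 at a resolution of 0.6, 3.80 at 1.4, 6.86 without integration, 4.44 without doublets, 4.55 with stricter limits on cells, 3.96 with the cells integrated anew, 3.96 without the antral genes and 4.91 as a mean over cells.

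The remodeling group at 2 wk was 3.79% of granulosa-like cells, against the paper's 2.48% of granulosa cells in Source data 6. A resolution of 0.6 (2.82%), stricter limits on cells (3.59%) and integrating the cells anew (3.31%) closed the gap, as did clustering without the genes reported for remodeling cells (3.14%), chosen after seeing the values. A resolution of 1.4 (8.56%), merging without integration (0.0846%) and leaving out doublets (3.76%) did not.

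The paper reports no meaningful level of Fshr in any cell type, although it gives a ratio for antral granulosa cells, and 8.59 (8.26 to 8.93) CPM were found in granulosa-like cells. It calls Lhcgr specific to theca cells, while the antral group had 41.9 (36.7 to 47.7) CPM at 2 wk. A legend states that the number and percentage of theca cells with all 4 steroidogenic genes rise progressively, after a sentence on 2 to 5 wk. Among theca-like cells the numbers were 33, 31, 66, 498 and 22 at 2, 3, 4, 5 and 6 wk. They made up 57.9% (44.1 to 70.9), 49.2% (36.4 to 62.1), 48.5% (39.9 to 57.2), 89.4% (86.5 to 91.8) and 50.0% (34.6 to 65.4) of those with the first 3 genes. The values at 2, 3 and 4 wk have overlapping intervals, and those at 6 wk lie below those at 5 wk. The paper places B cells and T cells among the hematopoietic clusters, and no rebuilt cluster took either name. An unnamed cluster of 94 cells scored highest for the B cell markers and next for the T cell markers, with under 3 markers detected. Another of 23 cells scored highest for the B cell markers and was too small to be named. Such cells may thus be present without a name.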

Other observations

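The tests chosen only after the results had been seen are those on granulosa cells as a whole, Cell Ranger versions, dissociation, doublets, the 2 wk library without integration, late secondary cells and Grb14. The tests on earlier stages, remodeling cells for Cald1, free RNA in the second theca-like cluster and depth for Star were written before. Age, mouse and library are the same in this design, so a difference with age or wave was not tested against one between mice.

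Igfbp5, Wnt4 and Itga6 stood higher at 2 wk than at 5 wk in the antral group. Cells of primary follicles placed among the antral clusters at 2 wk would have to make up 85.4% of the group to give the level of Igfbp5. The 5 primary markers allow a median share of 22.5%, with 76.8% from Gas6, 48.1% from Kctd14, 22.5% from Gstm2, 11.2% from Fbxo21 and 3.098% from Wnt6. The markers differ widely, and each lies under the share needed for Igfbp5. Such cells may thus explain part of its rise and not the whole. The share needed was not computed for Wnt4 and Itga6. At 2 wk Itga6 stood at 804.5 CPM in the primary and 284.6 in the antral group, so for Itga6 this test does not decide. Wnt4 stood at 438 and 461 CPM in these groups. In the primary group the median ratio of 2 wk over 5 wk of the 3 genes was 1.28, which argues against an equal change in all granulosa cells. Wnt4 went the other way in the primary group (0.772) and the primordial group (0.327). The difference is not limited to antral cells, however. The median was 3.43 in the secondary group, and the ratios of Igfbp5, Wnt4 and Itga6 were 10.7, 4.16 and 6.48 in the mitotic and 20.2, 4.77 and 13.1 in the remodeling group. The Cell Ranger version was the same at 2 and 4 wk, and the lowest ratio of 2 wk over 4 wk was 14.5, for Itga6. A difference between waves, with age or between mice stays open. Late secondary cells placed in the group stay open as well. At 2 wk the secondary group stood at 949.9 CPM of Igfbp5 and 479 of Itga6, against 880.3 and 284.6 in the antral group. For Wnt4 the secondary group was lower, at 378 against 461.

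Cald1, Ghr, Grb14 and Mmp11 stood lower at 2 wk than at 5 wk in the antral group. Remodeling-like cells among the antral clusters at 5 wk are a candidate explanation for Cald1, Ghr and Mmp11. The 4 remodeling markers imply a median share of 29.3% of such cells, and 15.8% would give the level of Cald1, 25.9% that of Ghr and 27.8% that of Mmp11. Grb14 would need 74.5%, far above the share implied, so this explanation falls short for Grb14. The 4 genes were also lower at 2 wk in the secondary and mitotic groups, which such cells would not explain. The ratios of Cald1, Ghr, Mmp11 and Grb14 were 0.335, 0.296, 0.561 and 0.133 in the secondary and 0.341, 0.175, 0.358 and 0.0894 in the mitotic group. Within the remodeling group itself they were 0.185, 0.0594, 0.307 and 0.0964, with 13 UMIs of Ghr at 2 wk, so the genes differed between these libraries there too. In the primary group they were 0.671, 1.02, 0.991 and 0.537, and in the primordial group 1.398, 1.70, 1.06 and 1.91, where Cald1 and Grb14 were higher at 2 wk. A change across several granulosa groups stays open, and an equal one in all of them would not give these values. A change of the markers themselves within antral cells would also give the same values.

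Without integration, granulosa-like cells had 88.5, 77.9, 82.3, 44.9 and 68.7% of their neighbours in their own library at 2, 3, 4, 5 and 6 wk. The separation was thus not peculiar to 2 wk, and antral cells at 4 wk reached 96.0%. For the 2 wk library a shift of the whole library is a candidate explanation, because 88.0% of the neighbours of its primordial cells came from the same library, near the 92.8% of its secondary cells, while the library supplied 42.6% of primordial cells. The share was lower in its antral cells (42.5%, over 42 cells) and its remodeling cells (55.2%, over 64 cells). The library supplied 1.15% and 1.92% of the cells of these groups. Clusters with over 90% of cells from 1 library stayed unnamed without integration and were left out of these neighbours. Of the 352 antral cells at 2 wk, 306 lay in such clusters. The 42 antral cells are thus those left after most cells that stood apart were removed. Their 42.5% and 1.15% do not show how far antral cells at 2 wk mixed. The 88.5% at 2 wk covers only cells left in as well. A shift of the whole library may be technical or come with age, and a single library per age leaves this open.

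The antral group held 352 cells at 2 wk, although the paper's Table 1 lists no antral follicles at the age that precedes 3 wk. Late secondary cells placed there by the integration could explain this and cannot be told apart from antral cells. The log distance from the secondary to the antral group at 2 wk was 166% of that at 5 wk. This is the median over the 4 antral markers, which ranged from 27.1% for Tdrd5 to 233% for Nap1l5. A step of this size goes with antral cells, but the levels were low. For Fst the antral group at 2 wk stood at 421 CPM, below the 489 of the secondary group at 5 wk. The same held for Tdrd5 (78.9 against 128) and Nap1l5 (124 against 210). Inhba stood at 348, against 275 in the secondary and 1380 in the antral group at 5 wk. The same markers named part of the group, which also keeps the question open. Nap1l5 stood at 124 CPM in the antral and 10.6 in the secondary group at 2 wk, Inhba at 348 and 11.8, Fst at 421 and 250.4 and Tdrd5 at 78.9 and 59.8.

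Steroidogenic transcripts rose in the second theca-like cluster at 5 wk. Free RNA from theca cells could add to this, and its part cannot be told apart here. The level in hematopoietic-like cells came to 15.4% of that in the cluster for Star, 10.0% for Cyp11a1, 9.01% for Hsd3b1 and 7.29% for Cyp17a1, between the limits set for either reading. Hematopoietic-like cells are also no clean measure of free RNA, since other types of that library differed from them.

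Atf3 and Cxcl1 stood higher in the remodeling than in the antral group. A stress response during dissociation would raise immediate-early and heat shock genes alike, and the median ratio of 9 such genes over the 4, 5 and 6 wk libraries was 1.12, against 2.32 for Atf3 and Cxcl1. The 9 genes go both ways, which keeps the question open, so dissociation cannot be told apart from a change in remodeling cells. At 4, 5 and 6 wk Dnajb1 had ratios of 0.860, 0.751 and 0.856 and Jun 0.996, 0.942 and 1.02, while Junb had 1.45, 1.77 and 1.70 and Hspa1a 1.77, 1.47 and 1.58. Cxcl1 at 4 wk (1.44) was no higher than either. The limit for excluding dissociation was made stricter after these values had been seen. A biological explanation was not tested.

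The share of cells with Cyp11a1, Hsd3b1 and Cyp17a1 that had a Star UMI was highest at 5 wk. After thinning to equal depth it was 58.1% at 5 wk and at most 31.5% at another age, so depth alone is excluded. The cluster left unnamed for its many doublets held smooth muscle and granulosa genes together, and doublets of both types are a candidate explanation, because its median UMIs were 1.47 times those of granulosa-like cells, the deeper type.

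The paper's Source data 6 lists 300, 24, 16, 5 and 2 cells of g19 at 2, 3, 4, 5 and 6 wk. With these, the paper's clusters of mesenchymal cells add up to 4542, 3991, 3495, 3303 and 4226 cells, against 4272, 3991, 3495, 3303 and 4231 cells in the initial clusters that the paper assigns to them.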
